# Transcriptome analysis of poplar rust telia reveals overwintering adaptation and tightly coordinated karyogamy and meiosis processes

**DOI:** 10.3389/fpls.2013.00456

**Published:** 2013-11-21

**Authors:** Stéphane Hacquard, Christine Delaruelle, Pascal Frey, Emilie Tisserant, Annegret Kohler, Sébastien Duplessis

**Keywords:** *Melampsora larici-populina*, obligate biotrophic fungus, rust lifecycle, teliospores, gene expression, microarray

## Abstract

Most rust fungi have a complex life cycle involving up to five different spore-producing stages. The telial stage that produces melanized overwintering teliospores is one of these and plays a fundamental role for generating genetic diversity as karyogamy and meiosis occur at that stage. Despite the importance of telia for the rust life cycle, almost nothing is known about the fungal genetic programs that are activated in this overwintering structure. In the present study, the transcriptome of telia produced by the poplar rust fungus *Melampsora larici-populina* has been investigated using whole genome exon oligoarrays and RT-qPCR. Comparative expression profiling at the telial and uredinial stages identifies genes specifically expressed or up-regulated in telia including osmotins/thaumatin-like proteins (TLPs) and aquaporins that may reflect specific adaptation to overwintering as well numerous lytic enzymes acting on plant cell wall, reflecting extensive cell wall remodeling at that stage. The temporal dynamics of karyogamy was followed using combined RT-qPCR and DAPI-staining approaches. This reveals that fusion of nuclei and induction of karyogamy-related genes occur simultaneously between the 25 and 39 days post inoculation time frame. Transcript profiling of conserved meiosis genes indicates a preferential induction right after karyogamy and corroborates that meiosis begins prior to overwintering and is interrupted in Meiosis I (prophase I, diplonema stage) until teliospore germination in early spring.

## Introduction

Rust fungi (basidiomycetes, pucciniales) are obligate biotrophs that belong to a monophyletic group containing ~7000 species (Maier et al., 2003). These are one of the most widespread and devastating groups of plant pathogens that can infect monocotyledonous and dicotyledonous plants, including major crop species (Alexopoulos et al., 1996). For example, the emergence of the Ug99 race of the wheat stem rust *Puccinia graminis* f. sp. *tritici* is a serious threat to wheat production worldwide, causing massive crop losses (Singh et al., 2011; Fisher et al., 2012). The genomes of the rust fungi *P. graminis* f. sp *tritici*, infecting wheat and barberry and *Melampsora larici-populina*, infecting poplar and larch, have been sequenced and genome signatures related to their extreme parasitic lifestyle were unraveled (Duplessis et al., 2011a). *M. larici-populina* causes devastating damage on poplar plantations that are used for wood production, carbon sequestration, biofuel production, and phytoremediation (Polle et al., 2013).

Like many other rust fungi, *M. larici-populina* exhibits a complex heteroecious macrocyclic lifecycle completed on two different hosts (poplar, the telial host and larch, the aecial host) and involves five spore-producing stages (Hacquard et al., 2011a). On poplar, the fungus successively differentiates three distinct sporulation structures. The first one, produced throughout spring and summer is called the uredinium and corresponds to a yellow-orange pustule that is differentiated within 7 days on the abaxial surface of poplar leaves. This structure, which releases large amounts of dikaryotic urediniospores, is responsible for massive epidemics in poplar plantations in Europe and worldwide since successive cycles of uredinia formation occur throughout summer (Barrès et al., 2012). On senescent leaves in autumn, the fungus differentiates highly-melanized pustules called telia that produce the overwintering spore form, the dikaryotic teliospores. In spring, teliospores that have undergone karyogamy and meiosis in decaying poplar leaves germinate and produce a new structure called basidium that releases four haploid basidiospores. The basidiospores infect larch needles to form pycnia, which produce haploid pycniospores. After cross-fertilization of pycnia by pycniospores, the fungus forms aecia, which produce dikaryotic aeciospores that infect again poplar leaves. Interestingly, although most of *M. larici-populina* populations undergo host alternation on larch under temperate climates, asexual lineages that overwintered asexually on poplar were recently reported (Xhaard et al., 2011).

Teliospore ontogeny has been described in several rust fungi genera including *Cronartium, Chrysomyxa, Puccinia*, and *Melampsora* (Longo et al., 1979; Moriondo et al., 1989; Mims et al., 1996; Berndt, 1999; Driessen et al., 2005). Maturation of the teliospores is marked by an increase of the cytoplasmic density, an accumulation of lipid droplets and glycogen-like structures, and disappearance of vacuoles (Harder, 1984; Mendgen, 1984). These features may reflect a specific adaptation contributing to teliospore survival during winter. In addition, the presence of chitin in the spore wall was demonstrated using wheat germ agglutinin gold labeling (Mims and Richardson, 2005). Once produced in telia, teliospores undergo karyogamy and meiosis implicating that these spores are an important source of genetic diversity (Schumann and Leonard, 2000). In the rust fungus *P. graminis*, it has been shown that all teliospores have fusion nuclei 42 days post inoculation (dpi) and that meiosis is blocked in prophase I at the diplonema stage when spores enters dormancy (Boehm et al., 1992). Consistent with this, ultrastructure analysis of teliospores revealed that meiotic chromosome pairing (synaptonemal complexes, prophase I) is initiated shortly after karyogamy in *Gymnosporangium* (Mims, 1977, 1981) and that *Puccinia malvacearum* teliospores are in late diplonema stage when they differentiate metabasidia (O'Donnell and McLaughlin, 1981). Taken together, these data suggest that for rust species with overwintering telia, meiosis begins prior to overwintering and is interrupted in Meiosis I (prophase I, diplonema stage) until teliospore germination in early spring.

Despite the importance of the telial stage for the rust life cycle, almost nothing is known about the fungal genetic programs that are activated in this overwintering structure. Indeed, most of the recent molecular approaches to understand rust biology have focused on the analysis of gene expression in urediniospores and during host infection at the uredinial stage using Sanger EST sequencing (for a complete list, see recent review by Duplessis et al., 2012), microarrays (Jakupović et al., 2006; Hacquard et al., 2010; Duplessis et al., 2011a,b) or RNA-Seq (Fernandez et al., 2012; Petre et al., 2012; Cantu et al., 2013; Garnica et al., 2013). Recently however, ESTs libraries generated from different spore types of the wheat leaf rust fungus *Puccinia triticina* revealed a high proportion of EST sequences (87% of 697 ESTs) uniquely detected in teliospores compared to all other sampled stages (Xu et al., 2011).

In the present study, we used whole-genome custom oligoarrays to monitor fungal gene expression profiles in telia of *M. larici-populina* collected on senescent poplar leaves before overwintering. Comparative expression profiling at the telial and uredinial stages identifies genes that are only or preferentially expressed in telia, suggesting their contribution to a specific genetic program. We further investigated some candidate genes that might be involved in the teliospore differentiation process.

## Materials and methods

### Plant growth conditions and inoculation procedures

Samples corresponding to resting urediniospores (USP), infected poplar leaves (INF; 96 h post inoculation, hpi), and uredinia (URE; 168 hpi) were previously described (Duplessis et al., 2011b). For microarray analysis, senescent leaves of the “Beaupré” poplar cultivar naturally infected by *M. larici-populina* and presenting dark telial pustules (telia, TEL) were harvested in October 2010 at a poplar nursery (Centre INRA Nancy Lorraine, Champenoux, 54, France). For RT-qPCR and karyogamy process analyses, development of *M. larici-populina* (strain 98AG31) telia was monitored in the susceptible poplar cultivar *Populus trichocarpa* × *Populus deltoides* “Beaupré” (compatible interaction). Resting urediniospores were collected on leaves of susceptible *P. deltoides* × *Populus nigra* “Robusta” and plant inoculation procedures were performed using the same inoculum dose of 100,000 urediniospores/ml and strictly identical culture conditions as those previously described (Rinaldi et al., 2007). Samples were harvested at intervals corresponding to the biotrophic growth (4 days post inoculation, dpi), the formation of uredinia (11 dpi), and the formation and the maturation of telia (18, 25, 32, 39, and 46 dpi). Infected leaves were incubated at 20°C until uredinia formation (11 dpi) and then transferred and maintained at 10°C to induce telia formation. At each time-point, harvested samples were immediately fixed in 4% (wt/vol) paraformaldehyde (PFA) for microscopy analyses or snap frozen in liquid nitrogen and kept at −80°C for further nucleic acid isolation. The time course was performed in triplicate.

### Microscopy

After fixation (3 h, 4°C) in 4% PFA (wt/vol) prepared in phosphate buffer saline (PBS), samples were washed twice with PBS and then embedded in 6% agarose (wt/vol). Transversal sections (15 μm) of INF were cut using a vibratome VT1000S (Leica, Nanterre, France) and directly transferred onto a microscopic slide. Sections were mounted in an antifade reagent with DAPI (Molecular Probes) and observed using the Palm Laser Micro dissection Microscope (Zeiss, Bernried, Germany) using the 40× objective. The number of fused and non-fused nuclei were analyzed for each sample in ~100 teliospores from a single biological replicate.

### RNA isolation and cDNA synthesis

Total RNA were isolated with the RNeasy Plant Mini kit (Qiagen, Courtaboeuf, France) from 1 mg of resting spores (USP) and from 100 mg of infected leaf tissues (INF, URE) as previously described (Duplessis et al., 2011b), including a DNase I (Qiagen) treatment according to the manufacturer's instructions to eliminate traces of genomic DNA. Total RNA from the telial stage (TEL) were isolated from 100 mg of leaf tissue using the same protocol used for the USP, INF, and URE samples. Electrophoretic RNA profiles were assessed with an Experion analyzer using the Experion RNA Standard-sens analysis kit (Bio-Rad, Marnes la Coquette, France) (Figure S1). For oligoarrays experiment, total RNA from the telial stage (TEL) were subjected to a single round of amplification using the MessageAmp™ II aRNA amplification kit (Ambion, Austin, TX, USA) as previously described for the USP, INF et URE samples (Duplessis et al., 2011b). RNA amplification generated more than 50 μg of amplified RNA (aRNA) and aRNA profiles were verified using the Experion analyzer and Experion RNA Standard-Sens analysis kit (Bio-Rad). Double-stranded cDNA were synthesized from 2.5 μg of aRNA using the Superscript™ Double-Stranded cDNA Synthesis Kit (Invitrogen, Cergy Pontoise, France) according to the NimbleGen user protocol. Single dye labeling of samples, hybridization procedures, and data acquisition were performed at the NimbleGen facilities (NimbleGen Systems, Reykjavik, Iceland) following their standard protocol. For the RT-qPCR analysis, isolation of total RNA was performed using the RNeasy Plant Mini kit (Qiagen, Courtaboeuf, France) from 50 mg of infected leaf tissues (4–46 dpi) and a DNase I treatment was included to eliminate traces of genomic DNA (Qiagen). Electrophoretic RNA profiles were assessed with an Experion Analyzer using the Experion RNA Standard-sens analysis kit (Bio-Rad, Marnes la Coquette, France) (Figure S1).

### Construction of *m. larici-populina* exon oligoarray

The *M. larici-populina* custom-exon expression oligoarray (4 × 72 K) manufactured by Roche NimbleGen Systems Limited (Madison, WI) (http://www.nimblegen.com/products/exp/index.html) contained four independent, non-identical, 60-*mer* probes per gene model coding sequence (NCBI Gene Expression Omnibus, GEO platform GPL10350). Included in the oligoarray were 17,556 coding sequences, 1063 random 60-*mer* control probes and labeling controls (Duplessis et al., 2011a). The 17,556 coding sequences correspond to the initial *M. larici-populina* gene annotation set at the Joint Genome Institute (JGI). The current annotation of the *M. larici-populina* genome is of 16,400 genes (12/06/2013), of which 13,093 (80%) were represented on the array used in the study. Oligonucleotide probes that presented a risk of cross-hybridization with poplar transcripts (i.e., fluorescence signal over the background level when arrays were hybridized with non-inoculated poplar leaf cDNA) or between transcript species expressed by different genes from a same gene family (i.e., probes with more than 90% homology between two transcripts) were not considered in our analysis.

### Microarray data analysis

Microarray probe intensities were quantile normalized across chips. Average expression levels were calculated for each gene from the independent probes on the array and were used for further analysis. Raw array data were normalized using the ARRAYSTAR software (DNASTAR, Inc. Madison, WI, USA). A transcript was deemed expressed when its signal intensity was three-fold higher than the mean signal-to-noise threshold (cut-off value) of 1063 random oligonucleotide probes present on the array. All expression assays were conducted on three independent biological replicates. A Student *t*-test with false discovery rate (FDR) (Benjamini-Hochberg) multiple testing correction was applied to the data (ARRAYSTAR software). Transcripts with a significant *p*-value (<0.05) and more than a 2-fold change in transcript level were considered as differentially expressed. The expression datasets are available at the NCBI GEO as serie #GSE49099.

### Heatmaps of gene expression profiles

Heatmaps of *M. larici-populina* gene expression profiles were generated using the Genesis expression analysis package (Sturn et al., 2002). To derive expression patterns of genes in the different fungal developmental stages (USP, INF, URE, TEL), log2 expression ratios (Relative Expression Indexes, REI) were calculated between the normalized expression level for a given gene at a given fungal developmental stage and the geometrical mean expression level calculated across all 4 fungal developmental stages (Duplessis et al., 2011b). Functional gene annotation was based on Blastp search against the Swissprot database (Bairoch and Apweiler, 2000).

### KOG enrichment analysis

We obtained KOG (eukaryotic orthologous groups) (Tatusov et al., 2003) annotation of each *M. larici-populina* gene by using RPSBLAST against the KOG database (*e*-value < 1e-5). Each gene was classified according to KOG functional classification using custom perl scripts. Over-represented KOG categories among telia- or uredinia-induced genes were calculated relative to the global gene distribution. The significance of over-represented functional KOG categories were evaluated using the Fisher's Exact Test (*p* < 0.05).

### RT-qPCR

To monitor karyogamy- and meiosis-related transcript expression profiles during telia formation, 16 genes were selected for RT-qPCR assays (Table S1). Specific primers amplifying fragments ranging from 152 to 247 were designed for each gene using Primer 3 (Rozen and Skaletsky, 2000). Absence of cross annealing was checked in the *M. larici-populina* (http://genome.jgi-psf.org/Mellp1/Mellp1.home.html) and *P. trichocarpa* (http://www.phytozome.net/) genome sequences using the blastn algorithm. First-strand cDNA synthesis was performed using 500 ng total RNA and cDNA were amplified strictly following procedures described in Hacquard et al. (2012). Transcript expression levels were normalized with the *M. larici-populina* reference genes a-tubulin (*Mlp-aTUB*) and elongation factor (*Mlp-ELF1*a) as previously described (Hacquard et al., 2011b).

## Results

### Development of uredinia and telia within poplar leaves

Uredinia and telia that are formed by the rust fungus *M. larici-populina* on the susceptible poplar cultivar “Beaupré” are represented in Figure 1. During summer, yellow-orange uredinia pustules are formed on the abaxial surface of poplar leaves about 1 week after urediniospore landing on poplar leaf epidermis (Figure 1A). Early in autumn, the asexual uredinial cycle stops and black telia pustules (Figure 1B) start to differentiate on the adaxial surface of poplar leaves. Whereas uredinia continuously release important amounts of urediniospores that are dispersed over large distances by wind to cyclically infect poplar throughout summer (Figure 1C), teliospores are produced only once a year in telia and those are tightly encapsulated between the plant epidermis and the palisade mesophyll of poplar leaves (Figure 1D). This structure provides adequate conditions for teliospore overwintering.

**Figure 1:**
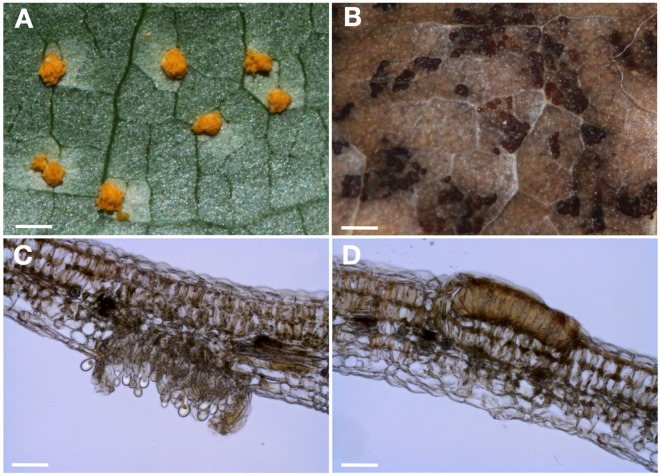
***M. larici-populina* uredinia and telia on poplar leaves. (A)** Macroscopic picture of uredinia formed 7 days post inoculation by the virulent *M. larici-populina* 98AG31 strain on the abaxial surface of leaves of the “Beaupré” poplar cultivar. **(B)** Macroscopic picture of telia observed early in autumn on the adaxial surface of senescent “Beaupré” leaves naturally infected by *M. larici-populina*. Scale bar = 1 mm. **(C)** Transversal section of a “Beaupré” leaf infected by the virulent *M. larici-populina* 98AG31 strain showing a mature uredinium releasing urediniospores on the abaxial surface. **(D)** Transversal section of a “Beaupré” leaf naturally infected by *M. larici-populina* showing a mature telia on the adaxial surface into which teliospores are tightly encapsulated. Scale bar = 50μm.

### *M. larici-populina* gene expression profiling in telia and comparison with the uredinial stage

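Transcript levels of M. larici-populina were measured on single-colour NimbleGen oligoarrays at 4 developmental stages, with 3 biological replicates per stage and 1 array per replicate. Resting urediniospores (USP), poplar leaves at 96 h post inoculation (INF) and leaves bearing uredinia at 168 h post inoculation (URE) came from an earlier study with a laboratory strain, and telia (TEL) came from senescent leaves infected in the field. The authors deposited RMA intensities on a linear scale for 17314 features of the array, each summarised from up to 4 probes, and the files hold no list that reduces these features to the paper's gene set. As deposited, the 3 TEL arrays had another distribution of values than the other 9 arrays, and the median feature was lower in TEL than in URE by a log2 difference of -0.72. All 12 arrays were therefore quantile normalized together, and stages were compared with limma on log2 values in 1 fit over the 12 arrays. A feature was taken as differing between 2 stages at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 2-fold, and levels are given as the mean ± SD of 3 arrays. Levels under 100 were taken as near background, so the size of a fold change over such a level is uncertain, and levels of different features rest on different probes. The stage TEL, its strains and its separate hybridization series cannot be told apart in this design, and the number of arrays limits the precision.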

To identify *M. larici-populina* genes significantly regulated (*p*-value <0.05; −2 < fold change > 2) or specifically expressed at the telial stage, we used a whole-genome custom oligoarray onto which oligonucleotides matching to 13,093 genes of *M. larici-populina* were spotted (Duplessis et al., 2011a). We compared transcript levels measured in telia (TEL) with those detected in three previously described samples related to the uredinial stage (urediniospores: USP, infection process: INF, uredinia: URE) (Duplessis et al., 2011b). Principal component analysis of transcript expression levels measured in USP, INF, URE, and TEL showed very good consistency between the three biological replicates of collected telia (Figure 2A). Furthermore, it appears clearly that distinct genetic programs are expressed by the rust fungus at the four developmental stages surveyed. 

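The 3 TEL arrays were the closest replicates of the 4 stages, with correlations of log2 levels between 0.994 and 0.997 across the 17314 features. Replicates of USP correlated between 0.992 and 0.993 and those of URE between 0.989 and 0.991. Replicates of INF correlated between 0.956 and 0.967, with the highest value between replicates 1 and 3. The first 3 principal components held 56.3%, 24.6% and 11.0% of the variance. The first component separated INF, at a mean score of -165 ± 20.6 (SD, n = 3), from USP at 114 ± 3.79 (SD, n = 3), and the second separated USP, at -90.1 ± 3.31, from TEL, at 87.2 ± 2.79.

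**Figure D1:**
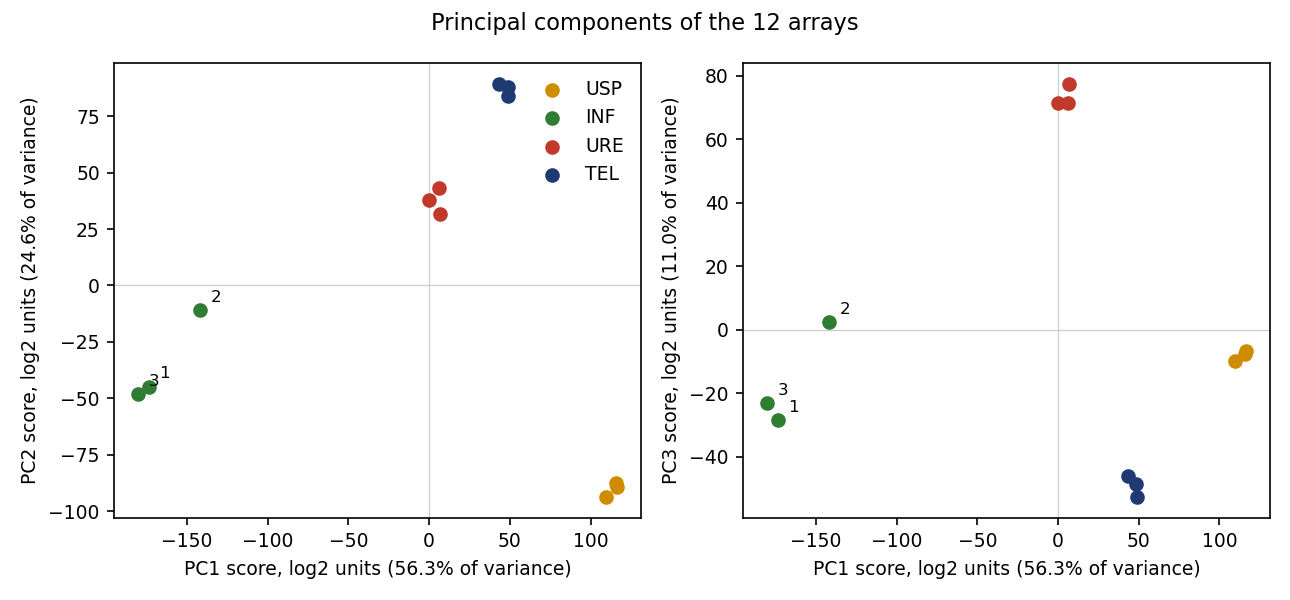
Scores of the 12 arrays on principal components 1 and 2 (left) and 1 and 3 (right) of log2 levels centred per feature. Points are arrays, coloured by stage, with INF replicates numbered; the 3 TEL arrays lie close together at a mean score of 46.9 on the first component and 87.2 on the second.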

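Every pair of arrays from different stages was less alike than every pair of replicates, with features correlating across stages between 0.720 (USP and INF) and 0.944 (TEL and URE). TEL arrays correlated with URE arrays between 0.930 and 0.944, with USP arrays between 0.880 and 0.888, and with INF arrays between 0.776 and 0.847. The lowest value among replicates, 0.956, was found in INF, whose replicate 2 correlated with URE at 0.894 to 0.900 while replicates 1 and 3 did so at 0.832 to 0.848.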

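On the first component, URE had a mean score of 4.22 ± 3.92 (SD, n = 3), between INF at -165 and the stages USP and TEL, at 114 and 46.9. On the second component, its mean score of 37.7 ± 5.74 fell between USP at -90.1 and TEL at 87.2. The third component set URE apart at 73.5 ± 3.51, opposite TEL at -49.1 ± 3.38, with USP at -8.08 and INF at -16.3 between them.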

USP, INF, and TEL samples are distributed apart by the PCA and URE samples have an intermediate position, which could suggest overlapping expression patterns between the different types of samples (Figure 2A).

**Figure 2:**
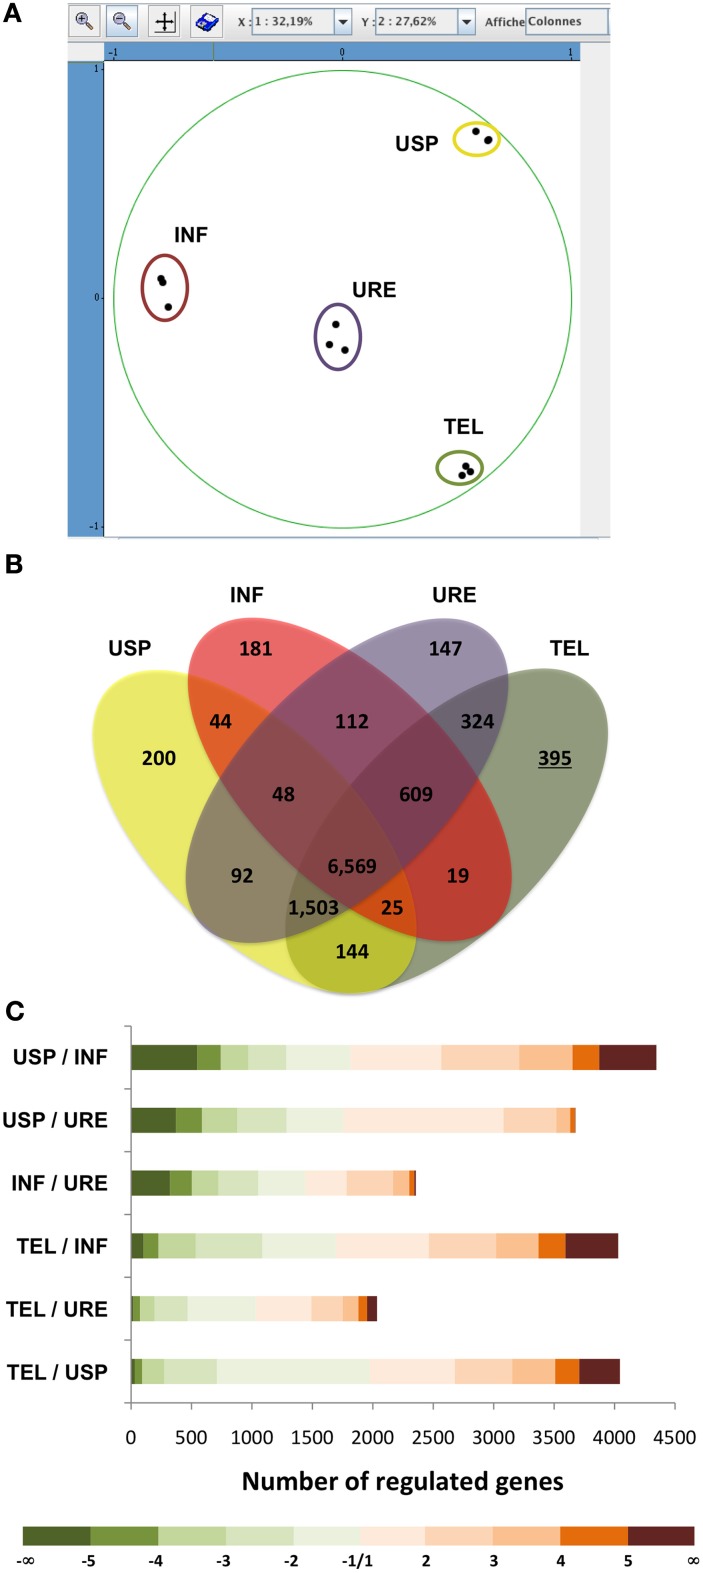
**Microarray expression analysis of telia and comparison with expression data of other fungal developmental stages. (A)** Principal component analysis (PCA) of *M. larici-populina* transcript levels measured in urediniospores (USP), during infection (INF), in uredinia (URE), and in telia (TEL) using custom oligoarrays (three biological replicates per stage were used for the PCA). Expression level of each gene assessed in a given biological situation and a given biological replicate was reported to the mean expression level calculated for the 12 hybridizations (six conditions × three replicates) and was log_10_-normalized before proceeding with PCA. The PCA plot places biological conditions along the two axes (X and Y) explaining 32.19 and 27.62% of the variance observed within samples. **(B)** Venn diagram showing the number of *M. larici-populina* genes expressed in each condition. The underlined number corresponds to the number of genes specifically expressed in telia. **(C)** Number of genes significantly regulated between the analyzed fungal developmental stages [log_2_ Fold-Change (FC) >1, *p* < 0.05]. Color coding corresponds to log_2_FC.

### Genes specifically expressed in telia

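With a transcript called expressed in a stage when the mean of its 3 arrays reached a normalized level of 100, 11469 of the 17314 features were expressed in at least 1 of the 4 stages. Each stage alone had a similar number, from 9201 in USP to 9567 in INF, which quantile normalization largely fixes. The random probes behind the study's cut-off are not in the files, so the level of 100 stands in for it and was settled on after counts under 3 cut-offs had been seen.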

Among the 13,093 genes present on the oligoarray, 10,412 were expressed in at least one of the four considered developmental stages (Figure 2B, Table S2). Among those, 6569 were expressed in all four fungal developmental stages and 9588 were expressed in telia including 395 telia-specific genes. 

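Transcripts of 7288 features reached the level of 100 in all 4 stages, and 9241 reached it in TEL. Only in TEL did 274 features reach it, and 179 reached it in USP, INF and URE but not in TEL, a number that was 371 with the values as deposited and 79 and 69 with the cut-offs from the paper's tables, as they stand and rescaled. Leaving out any 1 array moved the number found in TEL alone between 263 and 275. At a level of 200 it was 250, with the values as deposited 206, and with the level of 100 required of every array 321. Cut-offs read from the study's tables, a setting chosen after seeing the data, gave 368, and 479 once brought to the scale of the files.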

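At the level of 100, the features found in 1 stage alone numbered 411 for USP, 961 for INF, 102 for URE and 274 for TEL. Requiring the level in every array of a stage, rather than in the mean, gave 632 for INF, 450 for USP and 321 for TEL. Under separate cut-offs per stage taken from the study's tables, a setting chosen after seeing the data, the numbers were 400 for USP, 330 for INF and 368 for TEL, and with these cut-offs brought to the scale of the files 305, 227 and 479. The order of the stages therefore changed with the cut-off.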

Interestingly, this is the largest number of specific transcripts found for a given stage since only 200 were detected for USP, 181 for INF, and 147 for URE suggesting that specific functions are activated in the *M. larici-populina* overwintering spore-producing structure. Table 1 summarizes the set of telia-specific genes showing high level of transcript accumulation at that stage (gene expression level >800). 

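Each of the 66 genes of Table 1 was higher in TEL than in URE past the threshold, with log2 fold changes from 2.41 to 8.40 and a median of 4.77, and with each gene under 100 in URE these sizes are uncertain. All 66 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Mlp-86396, a hypothetical protein, had a mean level of 7717 ± 564 (SD, n = 3) in TEL, against 58.1 ± 7.36 in URE. For Mlp-87547, a secreted protein resembling PR-1, with a level of 22.1 in URE, the log2 fold change was 8.40 (standard error 0.29, adjusted p = 1.1e-09 from limma). The level of the hypothetical protein Mlp-61331 was 154 ± 3.51 in TEL and 29.9 ± 9.23 in URE. In USP, INF and URE, 61 of the 66 genes had mean levels under 100, and the other 5 exceeded it in INF, among them Mlp-91904 at 189 ± 97.1. On its own scale, Table 1 counts levels up to 227 in INF as not expressed. Passing 100 here is therefore not the same as passing the paper's cut-off.

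**Figure D2:**
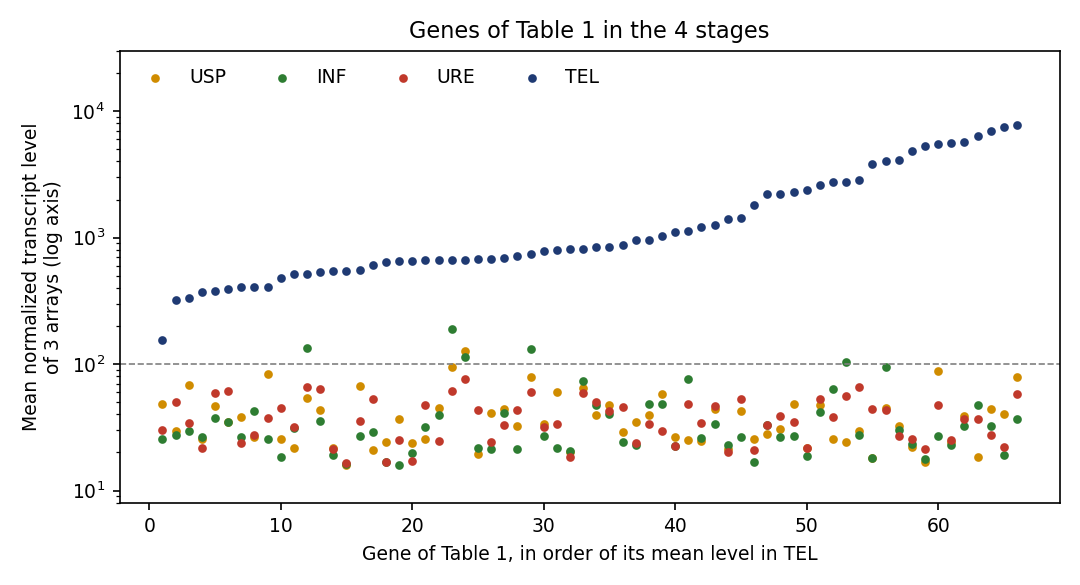
Mean normalized transcript level (log axis) of each of the 66 genes of Table 1 in USP, INF, URE and TEL, with genes in order of their level in TEL; each point is the mean of 3 arrays and the dashed line marks 100. Levels in TEL run from 154 to 7717, above those of the other stages for every gene.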

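The transcript of the saccharopine dehydrogenase gene Mlp-101624 had a normalized level of 5637 ± 555 (SD, n = 3) in TEL. In the other stages its mean level was 24.2 in USP, 22.8 in INF and 25.2 in URE. Its log2 fold change over URE was 7.81 (standard error 0.16, adjusted p = 5.7e-11 from limma). Among the 6 metabolic enzymes of the table, homogentisate 1,2-dioxygenase (Mlp-36325) had a level of 5448 ± 1615 in TEL and the short-chain dehydrogenase Mlp-58538 of 2868 ± 285.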

Interestingly, a gene encoding a saccharopine dehydrogenase, involved in the biosynthesis of the amino acid L-Lysine through the α-aminoadipate pathway (Xu et al., 2006), ranged among the most highly expressed telia-specific gene set (Expression level >10,000, Table 1). 

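Of the 66 genes in the table, 48 are listed as hypothetical, and these had log2 fold changes over URE between 2.41 and 8.40. The 11 small secreted proteins (SSPs) among them rose by 2.68 to 8.40 on the log2 scale, and none reached a mean level of 100 outside TEL. Their levels in TEL ranged from 395 for Mlp-107936 to 7492 ± 1014 (SD, n = 3) for Mlp-87547. Mlp-107118, the other PR-1-like protein, was at 5328 ± 521 in TEL and 21.4 ± 3.29 in URE, and Mlp-101938 at 7012 ± 442 and 27.7 ± 4.50.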

The high proportion of genes encoding unknown proteins (47/68), including 11 Small Secreted Proteins (SSPs), suggests that telia formation and teliospores production is mostly driven by complex and largely unknown mechanisms. Nevertheless, genes encoding several carbohydrate Active Enzymes (CAZymes, Cantarel et al., 2009) including a pectinesterase and a cutinase (*Mlp-93655, Mlp-123715*) (Carbohydrate esterase families 8 and 5, respectively), an alpha-1,6-mannosyltransferase (*Mlp-27594*, glycosyl transferase family 32) and an endoglucanase (*Mlp-95634*, glycolsyl hydrolase family 12) could be identified (Table 1). 

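The pectinesterase Mlp-93655 reached 6311 ± 598 (SD, n = 3) in TEL and 36.8 ± 17.5 in URE, a log2 fold change of 7.52 (standard error 0.32, adjusted p = 6.4e-09 from limma). The alpha-1,6-mannosyltransferase Mlp-27594 was at 5704 ± 914 in TEL and rose by 7.27 on the log2 scale, and the endoglucanase Mlp-95634 was at 4086 ± 129.6 and rose by 7.26. The cutinase Mlp-123715 had a level in TEL of 837 ± 244 and a log2 fold change of 4.03. Outside TEL, the mean level of each of these 4 genes stayed between 18.4 and 50.2. Further enzymes of this class in Table 1 were the glycosyl transferase Mlp-27934, at 4870.2 ± 524 in TEL, and the esterase Mlp-66126, at 810.0 ± 125.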

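Transcripts of rec8 (Mlp-93153), a cohesin subunit of meiotic chromosomes, were at 2229.8 ± 88.5 (SD, n = 3) in TEL and 38.7 ± 11.0 in URE, a log2 fold change of 5.88 (standard error 0.22, adjusted p = 2.2e-09 from limma). KAR5 (Mlp-112713), which acts in nuclear fusion, was at 1417 ± 93.4 in TEL and 53.3 ± 6.59 in URE. The gene distantly related to KAR9 (Mlp-94206) had a level of 668 ± 166 in TEL and rose by 3.12 on the log2 scale over URE, but its mean level also passed 100 in USP, at 127 ± 17.7, and in INF, at 115 ± 40.0. On its own scale, Table 1 counts levels up to 108 in USP and 227 in INF as not expressed. Cell division control protein 15 (Mlp-94329) was at 659.8 ± 254 in TEL and meiotic nuclear division protein 1 (Mlp-106571) at 333 ± 53.5, with log2 fold changes of 3.76 and 3.32. Adjusted p for these 4 genes ran from 2.2e-09 for KAR5 to 2.3e-06 for meiotic nuclear division protein 1.

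**Figure D3:**
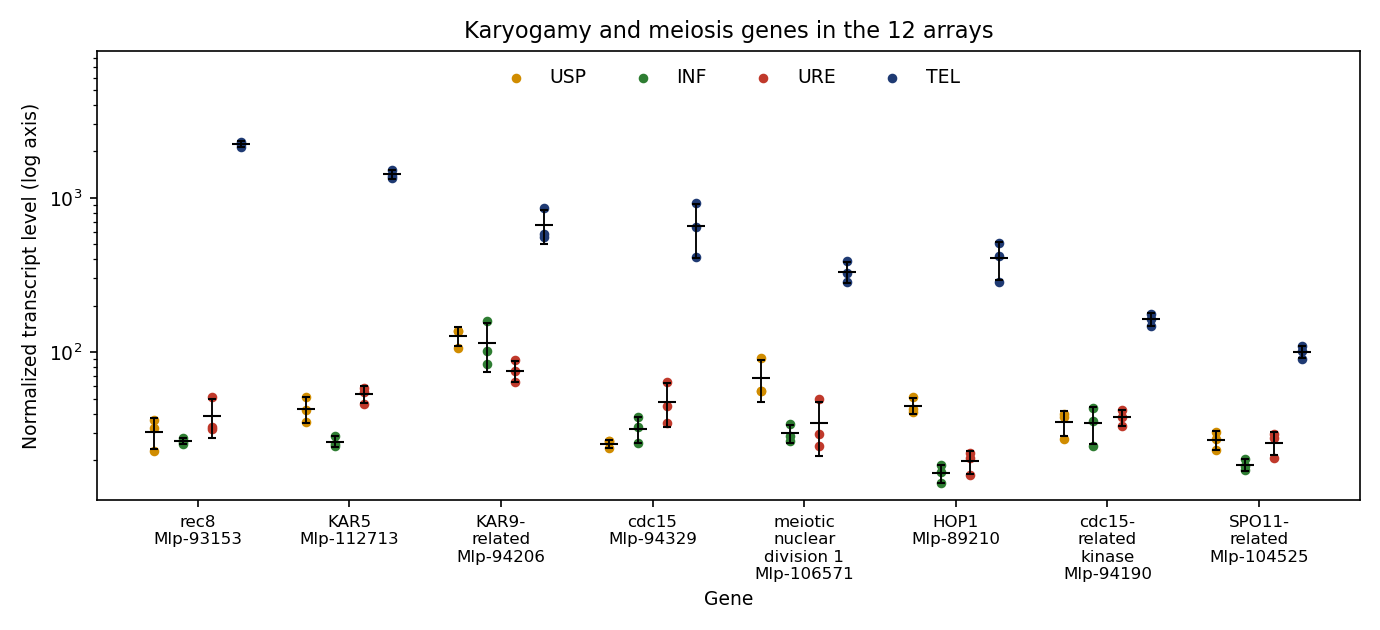
Normalized transcript level (log axis) of 8 karyogamy and meiosis genes in each array of USP, INF, URE and TEL; points are arrays, and bars give the mean ± SD of 3 arrays. In TEL, mean levels run from 100.4 for the gene related to SPO11 to 2229.8 for rec8, and for each gene the TEL arrays lie above all others.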

Consistent with the fact that karyogamy and meiosis occur during teliospore maturation, several meiotic and karyogamy related genes were also specifically expressed in the telial structure (Table 1) such as those encoding the meiotic recombination protein rec8, the cell division control protein 15, the meiotic nuclear division protein 1 as well as the nuclear fusion protein Kar5 and Kar9 (*Mlp-93153, Mlp-94329, Mlp-106571, Mlp-112713, Mlp-94206*).

**Table 1:** ***M. larici-populina* genes highly and specifically expressed in telia**.

**Protein_ID^a^**	**Expression level^b^**				**Definition**	**Cat^c^**	**Length^d^**	**SP^e^**	**Blastp *Pgt*^f^**
	**USP**	**INF**	**URE**	**TEL**					
86396	87	47	76	14,466	Hypothetical protein		184		PGTG_08052
101624	28	27	27	12,711	Saccharopine dehydrogenase	A	434		PGTG_03759
87547	38	22	25	11,939	Hypothetical SSP, PR-1-like protein	B	280	Y	PGTG_07743
101938	60	41	33	11,876	Hypothetical SSP	B	133	Y	–
93655	26	77	45	11,548	Pectinesterase (CE8)	C	316	Y	PGTG_08012
36325	102	28	51	10,214	Homogentisate 1,2-dioxygenase	A	414		–
107118	22	22	23	9702	Hypothetical SSP, PR-1-like protein	B	236	Y	PGTG_16765
27934	34	28	28	8747	Glycosyl transferase (GT8)	C	188		–
88840	65	157	66	7067	Hypothetical protein		519		PGTG_11713
27594	59	53	44	7029	Alpha-1,6-mannosyltransferase (GT32)	C	249		–
58538	32	31	90	6606	Short-chain dehydrogenase	A	248		PGTG_15283
104079	26	23	37	6478	Hypothetical protein		337		PGTG_03998
110542	34	97	49	5369	Hypothetical SSP	B	133		–
95634	36	38	29	5193	Endoglucanase (GH12)	C	179		PGTG_03891
108357	24	61	69	4899	Hypothetical protein		508		PGTG_16954
110660	69	38	41	4587	Hypothetical protein		513		PGTG_15396
92814	26	22	24	4576	Hypothetical protein		768		PGTG_06712
93153	34	34	44	4305	Meiotic recombination protein rec8	D	774		PGTG_02404
87054	71	66	80	4229	Hypothetical protein		279		PGTG_13349
59662	30	21	23	3898	Hypothetical protein		326		–
93477	25	38	27	3199	Hypothetical protein		481		PGTG_02434
112713	67	38	76	3023	Nuclear fusion protein KAR5	D	736		PGTG_16428
101708	31	146	68	2622	Aldehyde dehydrogenase	A	496		PGTG_15008
104617	29	34	39	2541	Hypothetical protein		308		–
86447	34	30	23	2401	Hypothetical protein		573		PGTG_18083
92775	28	32	28	2392	Hypothetical protein		269		–
109764	76	102	62	2269	Hypothetical protein		482		–
85892	48	31	30	2239	Hypothetical protein		402		PGTG_13349
84888	30	34	51	2146	Hypothetical protein		626		PGTG_00821
92678	60	74	30	2140	Hypothetical protein		419		PGTG_01636
123561	32	31	76	2077	Hypothetical SSP	B	133	Y	–
103910	51	71	37	2072	Hypothetical protein		455		PGTG_10254
62289	45	45	56	1924	Hypothetical SSP	B	265	Y	PGTG_06969
61331	63	26	41	1883	Hypothetical protein		197		–
26257	102	38	48	1842	Aquaporin (MIP)	E	263		PGTG_02867
89049	45	54	47	1767	Hypothetical protein		447		PGTG_03343
60216	34	26	49	1702	Hypothetical SSP	B	214	Y	–
94329	26	37	51	1573	Cell division control protein 15	D	451		PGTG_16937
59440	70	33	31	1553	Hypothetical protein		336		PGTG_09936
113347	44	31	59	1536	Hypothetical SSP	B	136	Y	–
123715	44	81	80	1520	Cutinase (CE5)	C	351	Y	PGTG_01091
109924	29	24	18	1449	Hypothetical protein		297		–
110784	69	56	33	1442	Hypothetical protein		518		PGTG_15984
66126	29	28	22	1426	Carbohydrate esterase (CE16)	C	262		PGTG_18191
106798	23	39	31	1419	Hypothetical secreted protein		325		–
101151	27	19	19	1362	Choline dehydrogenase	A	594		PGTG_18542
110516	42	41	67	1336	Hypothetical protein		687	Y	–
90260	83	41	42	1279	Homeobox protein		116		PGTG_07066
64744	108	218	83	1274	Hypothetical protein		290		–
91904	102	227	69	1269	Hypothetical protein		363		–
93339	31	26	32	1249	Hypothetical protein		435		PGTG_01619
90367	49	54	41	1216	Hypothetical protein		589		PGTG_04717
103627	40	18	26	1192	Hypothetical protein		167		–
102200	36	29	83	1174	Hypothetical SSP	B	153	Y	–
61074	29	43	66	1124	Hypothetical protein		454		PGTG_03998
63861	31	27	28	1105	Hypothetical protein		485		–
65250	20	22	19	1071	Hypothetical SSP	B	195	Y	PGTG_06052
70334	44	35	26	1061	Hypothetical protein		109		–
113400	45	46	31	1011	Hypothetical protein		498		PGTG_19950
63565	78	201	99	989	Hypothetical protein		176		PGTG_11018
106571	84	33	42	870	Meiotic nuclear division protein 1	D	206		PGTG_18915
25325	33	57	33	869	L-gulonolactone oxidase	A	442		PGTG_07192
101135	106	59	50	866	Hypothetical protein		220		–
94206	108	95	53	850	hypothetical protein (distantly related to KAR9)	D	656	Y	–
107936	45	55	75	821	Hypothetical SSP	B	160	Y	–
105800	55	45	73	810	Hypothetical protein		342		PGTG_1213

a Protein ID number of corresponding best gene model in the M. larici-populina JGI genome sequence.

b Normalized transcript levels are presented. Transcripts levels in urediniospores (USP), infection process (INF), and uredinia (URE) samples are below our arbitrary cut-off (less than three-fold higher than the mean signal-to-noise threshold) and were thus considered as not expressed. TEL, Telia.

c Cat, Category: A, metabolism enzymes; B, small secreted proteins (SSPs); C, carbohydrate-active enzymes; D, meiosis and karyogamy-related genes; E, transporters.

d Protein length (amino acids).

e SP, Signal Peptide. SPs were predicted according to SignalP v3.0.

f Pgt, Puccinia graminis f. sp. tritici (http://www.broadinstitute.org/annotation/genome/puccinia_group/MultiHome.html).

### Genes regulated in telia compared with other *m. larici-populina* developmental stages

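Of the 17314 features, 2991 differed between TEL and URE past the threshold, and 5727 did so with the values as deposited. The number ranged from 2757 to 3181 when 1 array was left out, and the methods' t-test with the same adjustment gave 2772. The transcript of Mlp-27999, whose best match in Table S2 is a short-chain dehydrogenase of another fungus, was at 38946 ± 766 (SD, n = 3) in TEL and 70.1 ± 6.09 in URE. Mlp-92873, which has no match there, was at 36815 ± 2131 in TEL and 62.7 in URE. In the other direction, the transcript of Mlp-96232 fell from 7279.9 ± 2391 in URE to 52.9 ± 3.83 in TEL, and that of Mlp-58774 from 12999 ± 1056 to 109 ± 12.5.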

By comparing transcript expression levels in TEL and URE, we identified 2035 genes significantly regulated (−2 < fold-change >2, *p*-value < 0.05) between the two spore-producing structures (Figure 2C, Table S2). A relatively similar set of regulated genes was detected between the INF and URE conditions (<2500) but larger numbers were detected between USP and INF, USP, and URE, TEL and INF, or TEL and USP (>3600) (Figure 2C). This result is in accordance with the principal component analysis (Figure 2A) and supports the idea that similar sets of genes are shared by the genetic programs triggered in the rust fungus *M. larici-populina* for the production of both telia and uredinia. 

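Between INF and URE, 5392 features passed the threshold, 2929 higher in INF and 2463 lower, and the methods' t-test with the same adjustment gave 3177. The numbers were 4232 between USP and URE, 4913 between TEL and USP, 6548 between USP and INF, and 6973 between TEL and INF. Of these, 2217 were higher and 2015 lower in USP than in URE, 2354 higher and 2559 lower in TEL than in USP, 3392 higher and 3156 lower in USP than in INF, and 3236 higher and 3737 lower in TEL than in INF. The split depended on the scaling: as deposited, TEL was higher in 1734 and lower in 7441 features against USP, and higher in 2478 and lower in 8273 against INF. With each array centred on its median, TEL was higher in 2097 and lower in 4446 features against USP and higher in 3101 and lower in 5619 against INF, while USP was higher in 3564 and lower in 1685, and INF higher in 4145 and lower in 2170, against URE.

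**Figure D4:**
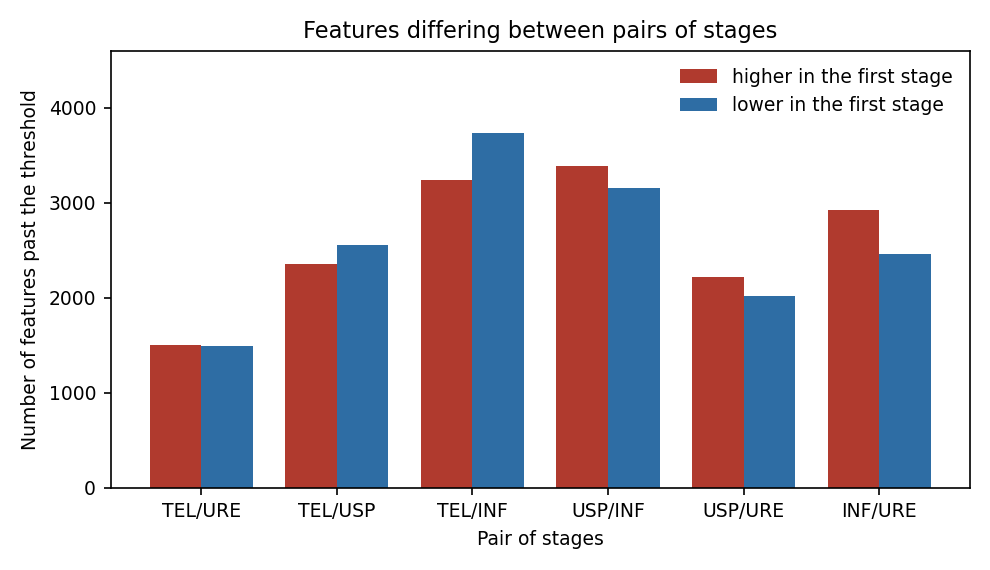
Number of features past the threshold for each pair of stages, split into those higher (red) and lower (blue) in the stage named first, after quantile normalization of the 12 arrays. TEL and URE have the fewest of the 6 pairs, 1499 and 1492.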

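Over all features, the Euclidean distance between the mean log2 profiles of TEL and URE was 139 (137.6 to 153.8 over pairs of single arrays), the shortest between any 2 stages. TEL was 194 from USP and 246.9 from INF, and URE was 187.4 from USP and 205 from INF. URE was also the stage nearest to TEL with the values as deposited, with dim features left out, and with any 1 array left out. From its counts of regulated genes between stages, low for TEL and URE as for INF and URE, and the positions of the arrays in Figure 2A, the paper proposes the idea that programs producing telia and uredinia share similar sets of genes.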

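The 2991 features that differed divided into 1499 higher and 1492 lower in TEL than in URE. With the values as deposited, the split was 897 higher and 4830 lower, and with each array centred on its median it was 1830 and 1605. Mlp-69021, with no annotation in Table S2, was at 39359.6 ± 4015 (SD, n = 3) in TEL against 90.2 ± 16.2 in URE, and the transcript of Mlp-96233 fell from 2547 ± 693 in URE to 30.1 ± 1.14 in TEL.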

Despite potential common features, the substantial number of genes identified as significantly regulated in TEL compared with URE (1003 up- and 1032 down-regulated genes) indicates that specific pathways may be activated and could explain the structural and functional differences characterizing the two structures (Figure 2C).

### Genes up-regulated in telia compared with uredinia

A functional KOG analysis of the 1003 significantly up-regulated genes in TEL compared with URE reveals significant enrichment for gene categories related to defense mechanism, inorganic ion transport and metabolism, secondary metabolites biosynthesis transport and catabolism as well as general function (Figure 3A). Global expression profiling of these up-regulated genes across all stages revealed that most transcripts significantly accumulated in TEL compared with URE are preferentially expressed in telia except for a cluster of genes that also show high transcripts accumulation in USP (Figure 3B). 

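Of the 1499 features higher in TEL than in URE, 1184 (79.0%) had their highest mean level in TEL, 222 in USP and 93 in INF. The share with their highest level in TEL was 82.7% with the values as deposited and 77.2% with each array centred on its median. Levels in USP were at least 4-fold those in both INF and URE for 8.81% of these features. The MFS efflux pump Mlp-72481 showed this pattern, with 6725 ± 1180.5 (SD, n = 3) in USP and 6187 ± 863 in TEL against 85.3 ± 53.0 in INF. Another was the aquaporin Mlp-117123, at 3175 ± 308 in USP and 2643 ± 545 in TEL. Genes picked as at least 8-fold higher in USP than in both INF and URE, without use of the TEL arrays, numbered 122, and 62.3% of them were higher in TEL than in URE, with a median log2 fold change of 0.42 (0.28 without URE replicate 2 and 0.59 without URE replicate 1, the range with 1 array left out). Of the 122, 36 were higher and 9 lower in TEL past the threshold of limma.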

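The sulfate permease Mlp-39732 had a mean level of 3549 ± 173 (SD, n = 3) in TEL, 757 ± 139 in USP and 56.9 ± 15.0 in INF, and the quinate permease Mlp-47943 of 5358 ± 502, 185 ± 47.4 and 36.1 ± 18.9. Over URE they rose by 5.43 and 5.28 on the log2 scale, the MFS efflux pump Mlp-72481 by 3.45, the aquaporin Mlp-26257 by 4.59 and the MFS transporter Mlp-42763 by 4.54. In Mlp-26257 the level in USP was 59.9 ± 33.9, far below 798 ± 188 in TEL. Mlp-42763 was at 30.5 and 26.8 in INF replicates 1 and 3 but at 438 in replicate 2. The calcium-transporting ATPase Mlp-86276 was highest in USP, at 557 ± 226, and did not pass the threshold between TEL and URE (log2 fold change 0.43, adjusted p = 0.34 from limma; -0.29 as deposited). Of the 7 transporters, 5 were higher in TEL than in URE past the threshold, or 6 when adjusted over the list alone, which is not independent evidence because the study chose them on these samples; the seventh, a pleiotropic drug resistance transporter, was measured as Mlp-50835, since the files hold no feature for Mlp-50834.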

Interestingly, genes belonging to this cluster are not or barely detected during infection (INF) and several encode transporters (Figure 3B), including a calcium-transporting ATPase (*Mlp-86276*), an aquaporin (*Mlp-26257*), an MFS efflux pump (*Mlp-72481*), an MFS general substrate transporter (*Mlp-42763*), a pleiotropic drug resistance transporter (*Mlp-50834*), a quinate permease (*Mlp-47943*), and a sulfate permease (*Mlp-39732*) (Figure 3C). 

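Among 1702 genes of Table S2, 174 are marked as SSPs, and 135 of them were higher in TEL than in URE past the threshold. Of the 135, the highest mean level was in TEL for 113, in USP for 9 and in INF for 13. The paper also gives 113, but for SSPs raised in TEL over URE, and the count here to set beside it is 135. Here 1499 features were called higher in TEL, more than the paper reports, which limits this comparison. Other marked categories with genes higher in TEL were transporters (30 of 49), CAZymes (48 of 79), lipases (14 of 16) and proteases (10 of 25). Only these 1702 genes, the first of the table in order of the ratio of TEL to URE, were at hand, so the counts leave out genes further down, and a table sorted by this ratio is not independent evidence of direction. The share called higher over all 1702 genes was not counted, so no category can be read as above or below it.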

A total of 113 genes encoding SSPs of unknown function previously categorized as putative candidate effectors (Hacquard et al., 2012) are induced in TEL compared with URE (Figure 3B). Considering the development of telia on senescent leaf tissues, these are most likely not effectors engaged in the manipulation of host cell immunity (Win et al., 2012). Alternatively, they may also have dual functions during the rust lifecycle such as recently reported for the rust transferred protein 1. In addition to its ability to be transferred in the host cytoplasm (Kemen et al., 2005), RTP1 is also capable of fibril formation (Kemen et al., 2013). Thus, some candidate effectors may also have a structural role during teliospores production and maturation. Investigation of the set of significantly regulated genes (fold-change >4) by a functional annotation based on Blastp search against the Swissprot database highlights major biological processes induced during telia formation (Figure 3C). Several genes potentially related to the overwintering process were identified including 5 aquaporins (*Mlp-106246, Mlp-79395, Mlp-84885, Mlp-26257, Mlp-117123*), 3 osmotin/thaumatin-like proteins (TLPs; *Mlp-76068, Mlp-79324, Mlp-85787*), a trehalose-like protein (*Mlp-67317*), a calcineurin temperature suppressor (*Mlp-71212*), and a calcium-transporting ATPase (*Mlp-48992*). 

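The aquaporin Mlp-84885 rose from 72.4 ± 8.07 (SD, n = 3) in URE to 11176 ± 1186 in TEL, a log2 fold change of 7.27 (standard error 0.25, adjusted p = 1.4e-09 from limma). Mlp-79395 was at 7536 ± 753 in TEL and 999 ± 572 in URE, and Mlp-117123, Mlp-106246 and Mlp-26257 rose by 2.95, 2.91 and 4.59 on the log2 scale. For Mlp-117123 the mean in USP was 3175 ± 308 and for Mlp-106246 the mean in INF was 1094 ± 488, neither past the threshold against TEL (adjusted p = 0.41 and adjusted p = 0.065). Transcripts of the 3 thaumatin-like proteins had mean levels in TEL of 36522 ± 1745 for Mlp-85787, 25384 ± 3288 for Mlp-79324 and 19159 ± 4508 for Mlp-76068. In URE they were at 5370.0 ± 3650.1, 3463 ± 1859 and 3749 ± 1516, and their log2 fold changes were 2.99, 2.99 and 2.40. In USP, Mlp-76068 was at 13507 ± 1724 and did not pass the threshold against TEL (log2 fold change 0.49, adjusted p = 0.20 from limma). Mlp-85787 and Mlp-79324 did, from 3936 ± 721 and 9953 ± 1078 in USP (log2 fold changes 3.23 and 1.35). The trehalose-like protein Mlp-67317 was at 7728 ± 816 in TEL and 269 ± 111 in URE, and the ATPase Mlp-48992 at 522 ± 5.34 and 135 ± 28.2. The ATPase was at 470 ± 35.9 in USP, not past the threshold against TEL (adjusted p = 0.67 from limma). The calcineurin temperature suppressor Mlp-71212 rose from 39.7 ± 9.21 to 167 ± 17.0 and was higher still in USP, at 393 ± 28.6. All 11 genes passed the threshold between TEL and URE, over all features and adjusted over the list alone, but the study chose them on these samples, so this is not independent evidence.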

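The MFS efflux pump Mlp-106478 had a mean level of 8321 ± 1808 (SD, n = 3) in TEL and 1524 ± 288 in URE, and Mlp-72481 of 6187 ± 863 and 617 ± 344. The level of Mlp-108871 was lower, at 429.8 ± 5.06 in TEL and 87.7 ± 29.2 in URE, and the log2 fold changes of the 3 pumps were 2.44, 3.45 and 2.34. For the pleiotropic drug resistance transporter Mlp-50835, every TEL array lay above every URE array, with means of 10361 ± 1584 and 2542 ± 867, but the log2 fold change of 2.08 did not pass (standard error 0.83, adjusted p = 0.088 from limma). Its spread in the fit came from INF, where replicate 2 was at 662 and the others at 40.9 and 38.5, and without INF replicate 2 the adjusted p was 5.5e-05. Over 19 other settings its adjusted p ranged from 5.5e-05 to 0.23 and passed in 5. Of these 4 genes, 3 were higher past the threshold over all features and 4 when adjusted over the list alone, which is not independent evidence as the study chose them on these samples.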

Consistent with the functional KOG analysis (Figure 3A), secondary metabolites transport appears to be active in telia since transcripts encoding 3 MFS toxin efflux pumps (*Mlp-106478, Mlp-108871, Mlp-72481*) and a pleiotropic drug resistance transporter (*Mlp-50835*) were strongly accumulated. In addition to the four afore-mentioned telia-specific karyogamy and meiosis-related genes (Table 1), the meiosis-specific protein HOP1, a kinase-like protein (related to cdc15), and the meiotic recombination protein SPO11 are also regulated between TEL and URE, with higher transcript levels detected in TEL. 

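HOP1 (Mlp-89210), a component of the meiotic chromosome axis, was at 406 ± 115 (SD, n = 3) in TEL and 19.6 ± 3.28 in URE, a log2 fold change of 4.35 (standard error 0.23, adjusted p = 4.1e-08 from limma). The kinase-like protein related to cdc15, Mlp-94190, was at 163 ± 15.3 and 37.8 ± 4.49. Mlp-104525, related to SPO11, which makes the DNA breaks that start meiotic recombination, was at 100.4 ± 9.14 in TEL and 25.9 ± 4.56 in URE, a log2 fold change of 1.96. All 8 were higher in TEL than in URE past the threshold, over all features and adjusted over the list alone; this is not independent evidence, since the study chose these genes on the same samples.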

A significant number of genes (8 in total) encoding plant cell wall degrading enzymes dominate among the most highly up-regulated genes in telia supporting an extensive plant cell wall remodeling during telia development. These include CAZymes targeting cellulose (GH12 and GH61 families), hemicellulose (GH10 and GH27 families), pectin (CE8 and GH28 families), and hemicellulose/pectin (GH43 family). 

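Among 9 genes annotated as plant cell wall degrading enzymes, the pectinesterase Mlp-93655 (CE8) and the endoglucanase Mlp-95634 (GH12) rose over URE, where they were under 100, by 7.52 and 7.26 on the log2 scale. The GH27 gene Mlp-39639 was at 20207 ± 2153 (SD, n = 3) in TEL against 3750.1 ± 599 in URE. Among hemicellulose-degrading enzymes, the GH10 genes Mlp-67094 and Mlp-111031 reached 1515 ± 199 and 1489 ± 120.1 in TEL and rose by 4.19 and 3.05 on the log2 scale, and the GH43 gene Mlp-33109 rose by 2.72 to 917 ± 139.8. The GH61 gene Mlp-104942 rose by 2.81, and the GH28 gene Mlp-95903 by 2.20 to 228 ± 3.18. The second GH12 gene, Mlp-94062, was at 2126 ± 63.1 in TEL and 201 ± 73.2 in URE, with a log2 fold change of 3.46 (standard error 1.06, adjusted p = 0.029 from limma). It was as high in INF, through replicate 2 alone, at 7085 against 231 and 138, and it no longer passed when any 1 of the TEL or URE arrays was left out, with adjusted p from 0.052 to 0.085. Over 19 other settings it passed in 13. All 9 genes passed over all features and adjusted over the list alone, and since the study chose them on these samples this is not independent evidence.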

Genes encoding two multi-copper oxidase laccase-like proteins, previously detected in a *P. triticina* teliospores EST library (Xu et al., 2011), were also strongly up-regulated in the overwintering telial structure.

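The laccase-like gene Mlp-115518 was at 35745 ± 3152 (SD, n = 3) in TEL and 3224 ± 1263 in URE, a log2 fold change of 3.56 (standard error 0.69, adjusted p = 0.0019 from limma). Mlp-94359 was at 14839 ± 2575 in TEL and 1202 ± 586 in URE, and every TEL array lay above every URE array. Its log2 fold change of 3.77 had an adjusted p of 0.056 from limma, just beyond the threshold, because the shared spread includes INF, where replicate 2 stood at 4297 and the others at 45.7 and 38.3. Without INF replicate 2 the adjusted p was 2.6e-06, and without replicate 1 or 3 of INF it was 0.039 and 0.029. Over 19 other settings it ranged from 2.6e-06 to 0.18 and passed in 10. Adjusted over the list alone, both genes passed, which is not independent evidence because the study chose them on these samples.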

**Figure 3:**
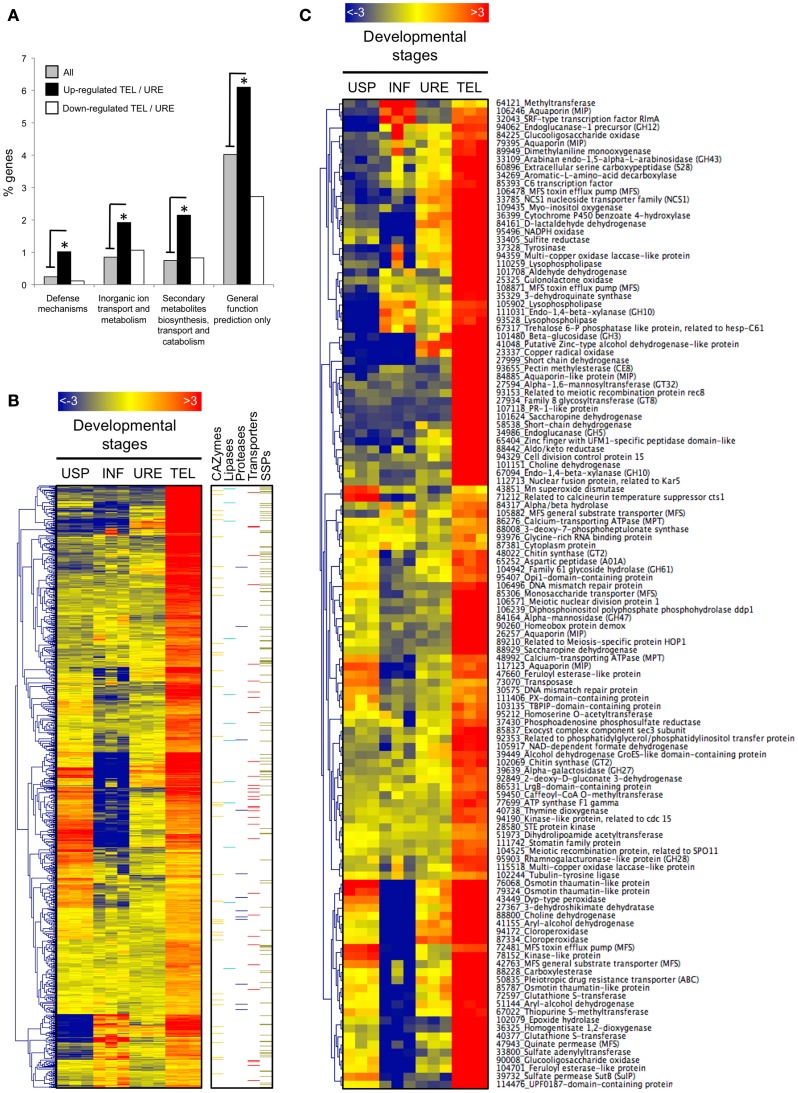
**Genes significantly up-regulated in telia compared with uredinia. (A)** Over-represented KOG categories among telia-induced genes relative to the global gene distribution. Black and white bars correspond to the distribution of genes significantly up and down regulated in telia (TEL) compared with uredinia (URE) (log_2_FC >1, *p* < 0.05), respectively, into functional KOG categories. Gray bars correspond to the global gene distribution. Only the significantly over-represented functional KOG categories are presented. ^*^indicate statistically significant differences (Fisher’s Exact Test, *p* < 0.05) **(B)** Heatmap of transcript expression levels in all four fungal developmental stages for genes significantly up-regulated in telia compared with uredinia (log_2_FC >1, *p* < 0.05). Over-represented (red) or under-represented (blue) trancripts are depicted as log_2_ fold-changes relative to the mean expression level measured across all four stages. USP, urediniospores; INF, poplar infected leaves; URE, uredinia; TEL, telia. On the right side, genes belonging to five pathogenicity-related categories (carbohydrate active-enzymes, lipases, proteases, transporters, and small secreted proteins) are highlighted with color bars. **(C)** Among the genes presented in the panel **(B)**, only those showing a higher transcript induction in TEL compared with URE (log_2_FC >2, *p* < 0.05) and having a functional annotation (based on the swissprot database) are highlighted. JGI protein identification number and the associated function are indicated.

### Genes down-regulated in telia compared with uredinia

A functional KOG analysis of the 1032 significantly down-regulated genes in TEL compared with URE reveals a significant enrichment for gene categories related to carbohydrate transport and metabolism and unknown proteins (Figure 4A). Transcript profiling of these down-regulated genes revealed that most are preferentially expressed in uredinia but a subset also shows a higher transcript accumulation in USP or during the infection process (INF) (Figure 4B). 

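Of the 1492 features lower in TEL than in URE, 486 (32.6%) had their highest mean level in URE, 649 (43.5%) in INF and 357 (23.9%) in USP. With the values as deposited, the share with the highest level in URE was 21.0%, and with each array centred on its median it was 27.9%. A gene highest in URE was the GH71 enzyme Mlp-92210, at 7109 ± 1828 (SD, n = 3) in URE, 213 ± 28.9 in TEL, 28.6 ± 7.21 in INF and 26.9 ± 7.54 in USP. The catalase Mlp-40847 was highest in INF, at 12221 ± 3618, with 3804 ± 1305 in URE and 169 ± 37.1 in TEL, as was the Mn superoxide dismutase Mlp-107563, at 10367 ± 3016, 2994 ± 722 and 636 ± 155. The DnaJ domain protein Mlp-117528 was highest in USP, at 1273 ± 77.7, and fell from 458 ± 118 in URE to 49.8 ± 5.47 in TEL.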

Importantly, the cluster of genes showing high transcript accumulation during the infection process is particularly enriched with SSPs suggesting they may encode biotrophy-associated effectors involved in poplar immunity manipulation (Figure 4B). By looking at the functional annotation of significantly regulated genes (fold-change < −4), we could identify processes that are activated in uredinia and switched-off in telia (Figure 4C). Among these, we identified 4 genes encoding mating-related proteins including two mating-type STE3 pheromone receptors, a pheromone-regulated multispanning membrane protein (Prm1) and a putative b mating type protein. 

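The STE3 pheromone receptor Mlp-41282 was at 18169 ± 3082 (SD, n = 3) in URE and 3844 ± 593 in TEL, a log2 fold change of -2.24 (standard error 0.44, adjusted p = 0.0021 from limma). The second receptor, Mlp-30291, was at 6572 ± 834 in URE and 1086 ± 299 in TEL, a log2 fold change of -2.62 (adjusted p = 4.0e-06). For the putative b mating type gene Mlp-72558 the levels were 6126 ± 2126 and 1105 ± 72.0, and the log2 fold change was -2.41 (adjusted p = 4.0e-05). Transcripts of Prm1 (Mlp-85972) were lower in every TEL array than in every URE array, with means of 252 ± 13.2 and 704 ± 354, but the log2 fold change of -1.37 did not pass the threshold (standard error 0.93, adjusted p = 0.34 from limma). Its spread came from INF, where replicate 2 was at 854 and the others at 37.0 and 33.6; without INF replicate 2 the adjusted p was 0.0025, and over 19 other settings it ranged from 0.0025 to 0.59 and passed in 2.

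**Figure D5:**
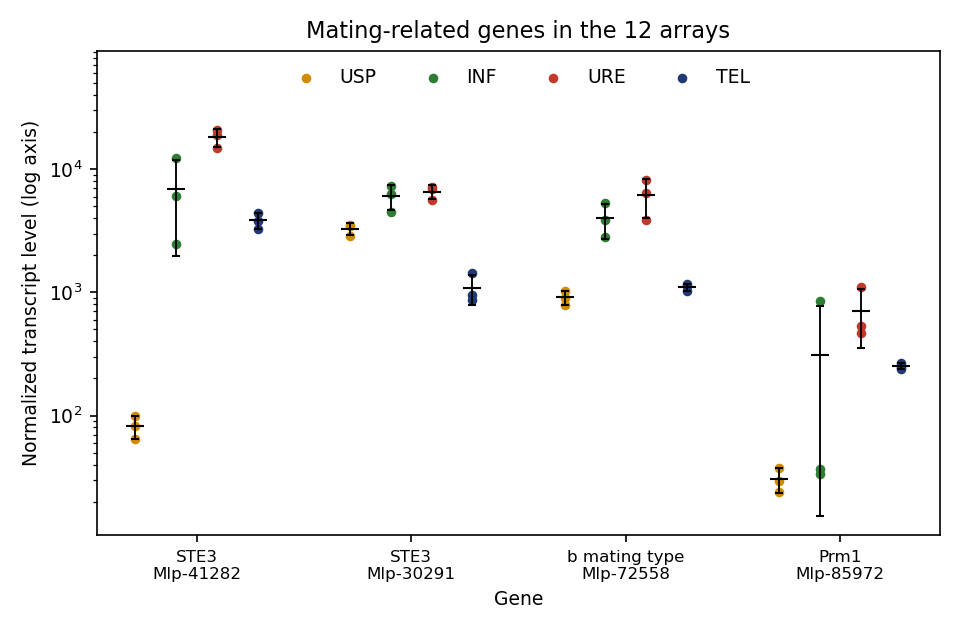
Normalized transcript level (log axis) of 2 STE3 receptor genes, the b mating type gene and Prm1 in each array of USP, INF, URE and TEL; points are arrays, and bars give the mean ± SD of 3 arrays. For each gene the TEL arrays lie below the URE arrays, and for Prm1 a single INF array, replicate 2, stands at 854.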

Consistent with the high content of carotenoid in the urediniospores, two genes encoding carotenoid ester lipase precursors were also up-regulated during urediniospore production and release. 

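The carotenoid ester lipase precursor Mlp-112982 had a mean level of 946 ± 59.7 (SD, n = 3) in URE and 247 ± 33.9 in TEL, a log2 fold change of -1.94 (standard error 0.37, adjusted p = 0.0018 from limma). Mlp-111674 was at 106 ± 39.1 in URE and 30.6 ± 3.81 in TEL, a log2 fold change of -1.72 (adjusted p = 3.9e-04). Both had their highest mean level in URE, and in resting USP they were at 193 ± 2.50 and 23.8 ± 3.38.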

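The auxin efflux carrier Mlp-63226 fell from 5255 ± 953 (SD, n = 3) in URE to 417 ± 76.8 in TEL, a log2 fold change of -3.66 (standard error 0.33, adjusted p = 4.5e-06 from limma), and the second carrier, Mlp-91175, changed by -1.85. The monosaccharide transporter Mlp-40379, related to HXT1, was at 1209.5 ± 767 in URE and 113 ± 8.95 in TEL, with a higher level of 5778 ± 1434 in INF. Oligopeptide transporters changed by -3.00 (Mlp-94692), -2.98 (Mlp-105630), -2.89 (Mlp-87910) and -2.04 (Mlp-88948) on the log2 scale. Among MFS general substrate transporters, log2 fold changes ran from -3.31 for Mlp-88829 to -1.70 for Mlp-32692, and Mlp-38685 fell from 7034 ± 566 to 1142 ± 251. The aquaporin Mlp-104199 was at 245 ± 95.3 in URE and 53.8 ± 6.78 in TEL, against 1971 ± 582 in INF. These genes were read from Figure 4C, so they are given singly and not as a test of the group.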

Among the genes encoding transporters that are down-regulated in telia compared to uredinia (fold change < −4), we identified six MFS general substrate transporters, four oligopeptides transporters, two auxin efflux carriers, a monosaccharide transporter (related to *Uromyces fabae* HXT1, Voegele et al., 2001) and an aquaporin (Figure 4C). In addition, 14 genes encoding CAZymes and targeting the plant cell wall (GH7, CE8), the fungal cell wall (GH18, GH71), or both (GH2, GH5) showed altered transcript accumulation in TEL compared with URE suggesting that these genes are involved in urediniospore production, maturation processes, or release from host tissues (Figure 4C).

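Among enzymes of the fungal cell wall, the GH71 gene Mlp-92210 changed by -5.04 on the log2 scale (standard error 0.27, adjusted p = 4.5e-08 from limma), the GH18 gene Mlp-90663 by -4.66 and the GH71 gene Mlp-84449 by -3.91. The GH18 transcript went from 7657 ± 1559.7 (SD, n = 3) in URE to 299.8 ± 13.6 in TEL. The GH5 genes Mlp-90252 and Mlp-86044 changed by -5.12 and -4.20 and the CE4 gene Mlp-87698 by -4.44. Of the enzymes that act on the plant cell wall, the GH7 gene Mlp-35737 fell from 641 ± 184 to 55.9 ± 0.425, with 5759 ± 2188 in INF, and the CE8 gene Mlp-75334 from 5066 ± 880.5 to 1175 ± 21.7. The second GH7 gene, Mlp-53598, changed least, by -1.45. The GH2 gene Mlp-114892 changed by -2.58 (adjusted p = 0.022) and no longer passed when URE replicate 1 or 3 or any 1 TEL array was left out, with adjusted p from 0.058 to 0.076; the GH47 gene Mlp-109158, at -2.03, did not pass the methods' t-test after adjustment (0.056).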

**Figure 4:**
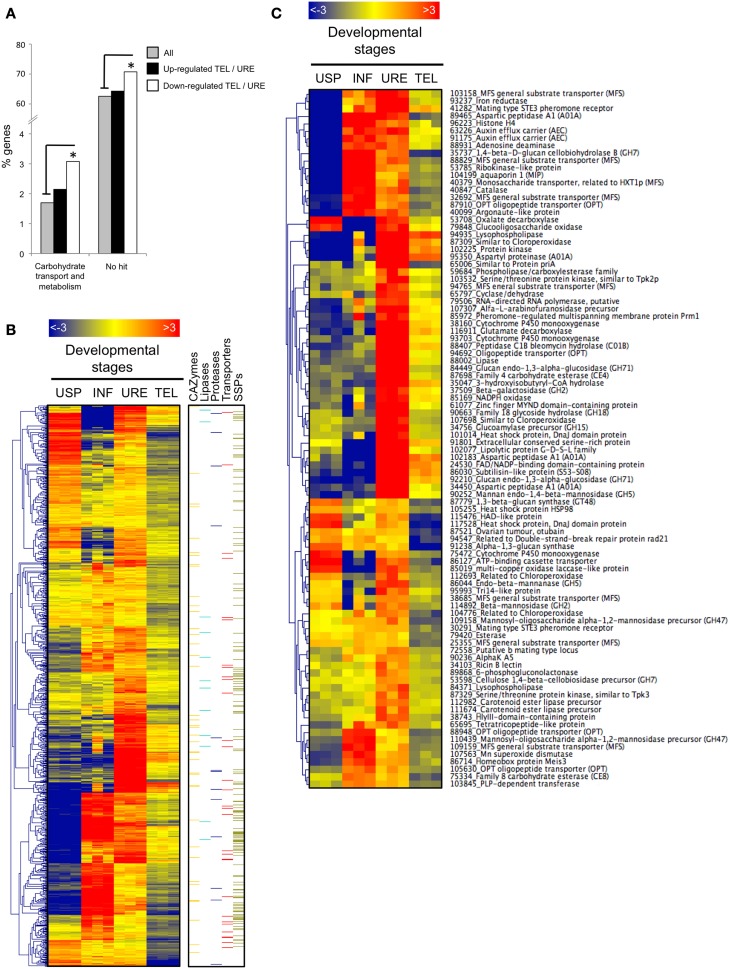
**Genes significantly down-regulated in telia compared with uredinia. (A)** Over-represented KOG categories among telia-repressed genes relative to the global gene distribution. Black and white bars correspond to the distribution of genes significantly up and down regulated in telia (TEL) compared with uredinia (URE) (log_2_FC >1, *p* < 0.05), respectively, into functional KOG categories. Gray bars correspond to the global gene distribution. Only the significantly over-represented functional KOG categories are presented. ^*^indicate statistically significant differences (Fisher’s Exact Test, *p* < 0.05). Heatmap of transcript expression levels in all four fungal developmental stages for genes significantly down-regulated in telia compared with uredinia (log_2_FC < -1, *p* < 0.05). Over-represented (red) or under-represented (blue) transcripts are depicted as log_2_ fold-changes relative to the mean expression level measured across all four stages. USP, urediniospores; INF, poplar infected leaves; URE, uredinia; TEL, telia. On the right side, genes belonging to five pathogenicity-related categories (carbohydrate active-enzymes, lipases, proteases, transporters, and small secreted proteins) are highlighted with color bars. **(C)** Among the genes presented in the panel **(B)**, only those showing high transcript repression in telia compared with uredinia (log_2_FC < -2, *p* < 0.05) and having a functional annotation (based on the swissprot database) are highlighted. JGI protein identification number and the associated function are indicated.

### Expression profiling of karyogamy and meiosis-related genes during telia formation

To determine the temporal dynamics of karyogamy and meiosis-related gene expression profiles during telia formation, a time-course interaction survey has been carried out between the *M. larici-populina* virulent strain 98AG31 and detached leaves of the susceptible poplar cultivar “Beaupré.” Samples were harvested at intervals corresponding to the biotrophic growth phase (4 dpi), uredinia (11 dpi), and the formation and the maturation of telia (18, 25, 32, 39, and 46 dpi). Transversal sections of infected leaf tissues followed by DAPI-staining revealed that the first aggregates of fungal cells, corresponding to telia initials, are formed between 14 and 18 dpi. At 18 dpi all observed non-mature teliospores were dikaryotic (Figures 5A,B). The number of fused nuclei increase dramatically from 20% at 25 dpi to 80% at 32 dpi, indicating that karyogamy mainly takes place during this time frame (Figures 5A,B). Consistent with this, RT-qPCR expression profiling of the karyogamy-related genes *Kar5* and *Kar9* revealed that both genes are induced as soon as 25 dpi and their transcripts strongly accumulate at 32 dpi for *Kar9* and 39 dpi for *Kar5* (Figure 5C). All observed teliospores have fused nuclei at 46 dpi (Figures 5A,B). Importantly, all the conserved eukaryotic meiotic genes analyzed in this study (*Rec8, Mre11, Rad50, Rad51, MutS4, MutS5, Spo11, Mnd1*, and *Mlh1;* Malik et al., 2008) are induced in differentiated telia and their transcripts predominantly accumulate at late stages (i.e., 39 and 46 dpi, Figure 5C). This result suggests that with our experimental conditions, meiosis is initiated soon after karyogamy since at 39 dpi, more than 90% of the observed teliospores already contain fused nuclei (Figure 5B). Rad51, essential for double-strand break meiotic repair and Rec8, involved in sister chromatin cohesion, show a particular expression pattern with sustained transcript accumulation throughout the telia differentiation process, except at 46dpi where the transcripts were barely detected. This result may indicate that Rad51 and Rec8 are already produced during karyogamy, before meiosis takes place.

**Figure 5:**
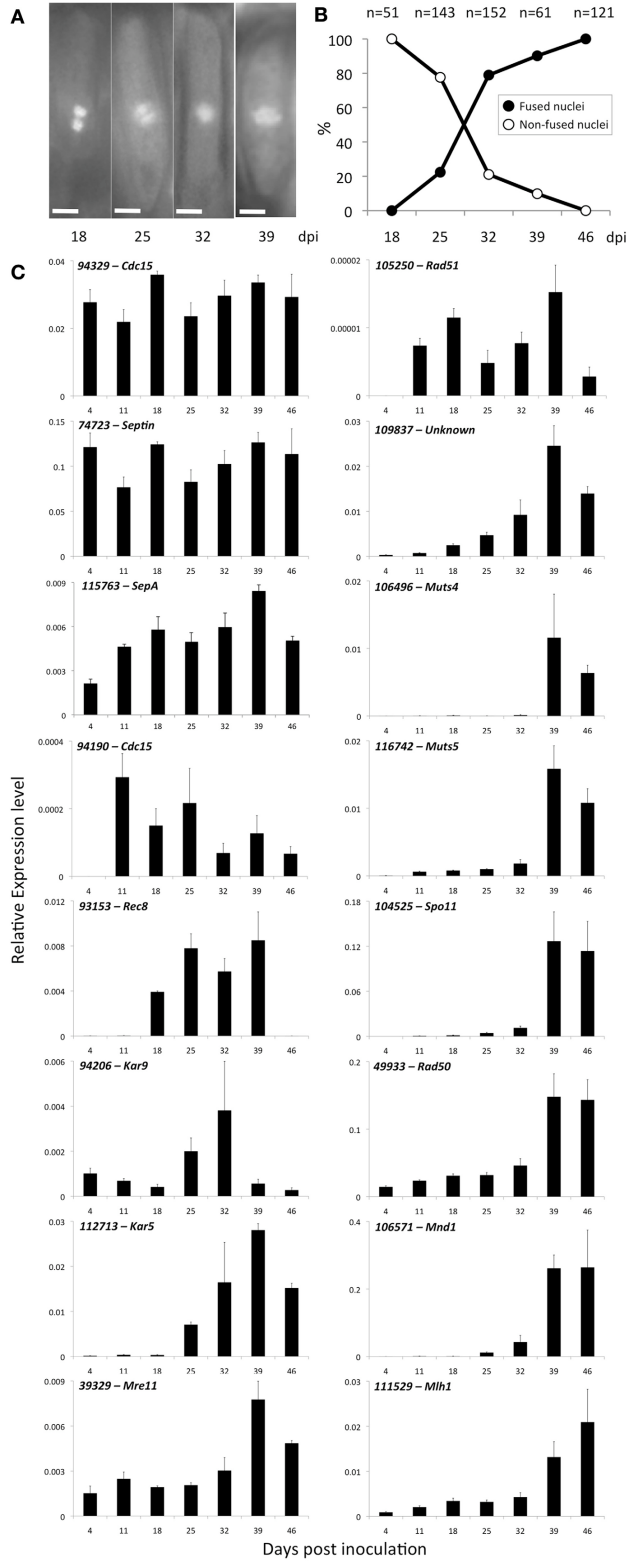
**Karyogamy dynamics and meiotic-related gene expression profiles during telia formation. (A)** Representative pictures of DAPI-stained teliospores nuclei during telia formation and maturation. From left to right, 18, 25, 32, and 39 days post inoculation. Scale bar = 5μm. **(B)** Dynamics of karyogamy during telia formation and maturation. Percentage of fused and non-fused nuclei is indicated for each stage and the total numbers of counted teliospores are indicated above the graph. **(C)** Karyogamy, meiosis, and cytokinesis-related gene expression profiles monitored by RT-qPCR during telia formation and maturation. For each gene, expression levels were normalized with a-tubulin (*Mlp-aTUB*) and elongation factor (*Mlp-ELF1*a) reference genes.

## Discussion

The telial stage of rust fungi plays a crucial role in the fungal life cycle as it produces overwintering spores (i.e., teliospores) in which karyogamy and meiosis take place. Numerous ultrastructural studies have been conducted on telia and teliospores (Longo et al., 1979; Mendgen, 1984; Moriondo et al., 1989; Mims et al., 1996; Berndt, 1999; Driessen et al., 2005; Mims and Richardson, 2005), however, the functions activated by rust fungi during teliospores production and maturation remain poorly described. In the present study, we report in the poplar-poplar rust model pathosystem (Duplessis et al., 2009; Hacquard et al., 2011a) the transcriptome of telia produced by the rust fungus *M. larici-populina* using whole genome exon oligoarrays and RT-qPCR.

Our data show that the genetic program expressed in telia is more similar to the genetic program activated in uredinia than those observed in isolated resting urediniospores and during the biotrophic growth during poplar leaf infection, suggesting that overlapping sets of transcripts are important for both sporulation structures. Notably, we found at least two times more telia-specific genes compared to other investigated stages and most of them (69%) encode unknown proteins. Consistent with this, EST sequencing of pycniospores, aeciospores, teliospores, and urediniospores of the rust fungus *P. triticina* revealed that pycniospores and teliospores yield the largest sets of unique gene sequences (837 and 605, respectively), the majority of them (81 and 86%, respectively) having no functional annotation (Xu et al., 2011). Taken together, these results suggest that teliospore production involves largely unknown biological processes.

The telia structure plays a key role for spore survival over winter (Mendgen, 1984). Many transcripts are specifically expressed in telia or differentially up-regulated between telia and uredinia in *M. larici-populina* and they may be related to adaptation to cold temperatures and adverse winter conditions. Among these genes, several encode aquaporin water channels that may prevent osmotic damage of cells due to freezing. Previous studies have shown that aquaporins have desiccation and freeze tolerance functions in microorganisms, including bacteria, yeast, and fungi (Tanghe et al., 2006). Interestingly, one of the above-mentioned *M. larici-populina* aquaporin gene specifically expressed in telia (*Mlp-26257*) is orthologous to *AQY1*, a gene previously characterized together with *AQY2* in *Saccharomyces cerevisiae* and involved in a rapid, osmotically driven efflux of water during the freezing process that reduce intracellular ice crystal formation and resulting cell damage (Tanghe et al., 2002). Moreover, it has been also shown that AQY1 may also play a role in spore maturation in *S. cerevisiae* by allowing water outflow (Sidoux-Walter et al., 2004). We also identified three genes encoding osmotin/TLPs with a higher expression in telia than uredinia. In plants, osmotins belong the pathogenesis-related 5 family and have high sequence similarity with thaumatins that are sweet-tasting proteins (AnŽlovar and Dermastia, 2003). Genes encoding osmotins/TLPs are induced in plants in response to pathogens (Petre et al., 2011), cold (Kuwabara et al., 2002), drought (Jung et al., 2005), and osmotic stress (Singh et al., 1987). Induction of osmotins/TLPs during abiotic stress is often associated with osmotic adaptation in plant cells (Singh et al., 1987; Liu et al., 2010). Two osmotins/TLPs identify as highly expressed in *M. larici-populina* telia (*Mlp-76068, Mlp-79324)* correspond to small TLPs recently reported in basidiomycetes (Petre et al., 2011). These small TLPs belong to a monophyletic group with *Puccinia* TLPs indicating they may have evolved independently in pucciniales and plants (Petre et al., 2011). The role of TLPs in fungi has not been elucidated yet but our data suggest they might serve a possible role as an osmoprotectant in response to damaging effects of desiccation that can occur in teliospores during winter. Teliospores are highly melanized structures, and melanin is thought to provide protection against adverse environmental conditions. Genes encoding multi-copper oxidase laccase-like proteins, also identified in an EST library of *P. triticina* teliospores, are induced in telia and could be implicated in the biosynthesis of the melanin pigment (Xu et al., 2011). In basidiomycetes, recognition of mating partners is achieved through a pheromone/pheromone receptor system encoded by mating loci (Kronstad and Staben, 1997). In the smut fungus *Ustilago maydis*, the binding of pheromone to the receptor induces signaling cascades through specific mitogen-activated protein kinases pathways, and it is also marked in mating partners by the formation of conjugation tubes as well as G2 cell cycle arrest which ensure a synchronous stage of the cell cycle prior further developmental stages (Brefort et al., 2009). In the present case, we noticed that transcript levels from *M. larici-populina* mating loci genes, including pheromone receptor STE3 genes and a putative b mating loci gene are higher at late stages of plant colonization (i.e., formation of new urediniospores in the plant mesophyll) than in resting urediniospores or telia, although higher in telia than in resting urediniospores. 

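Between TEL and resting urediniospores, the STE3 receptor Mlp-41282 was at 3844 in TEL and 82.2 ± 17.4 (SD, n = 3) in USP, a log2 fold change of 5.56 (adjusted p = 6.2e-07 from limma). The other receptor, Mlp-30291, was at 3287 ± 385 in USP and lower in TEL, with a log2 fold change of -1.63 (adjusted p = 1.2e-04) and every TEL array below every USP array. The b mating type gene Mlp-72558 was at 909 ± 114 in USP and did not pass the threshold against TEL (log2 fold change 0.29, adjusted p = 0.45), with a change of sign to -0.56 as deposited and -0.28 with each array centred on its median. During infection (INF) the receptors were at 6967 ± 4979 and 6043 ± 1419.7 and the b mating type gene at 3983 ± 1273.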

A similar transcript profile is observed for the pheromone-regulated multispanning membrane protein Prm1 gene which is involved in plasma membrane fusion events during mating (Heiman and Walter, 2000). It is tempting to speculate that these mating-related genes could play a role in signaling during the rust fungus spore development and/or the control of cell cycle progression and cell fusion during formation of sporogenous hyphae and urediniospores.

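Against USP, where Prm1 (Mlp-85972) was at 30.4 ± 6.92 (SD, n = 3), its transcript was higher in TEL by a log2 fold change of 3.07 (standard error 0.93, adjusted p = 0.018 from limma), in each of the 3 TEL arrays. This call was lost without USP replicate 3 (adjusted p = 0.058), TEL replicate 2 (0.051) or TEL replicate 3 (0.052), and it held in 16 of 19 other settings.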

Karyogamy and meiosis are crucial cellular processes that take place in teliospores. They play a fundamental role in generating genetic diversity by promoting recombination between chromosome homologs. In fungi, meiosis can drive genome plasticity and facilitates rapid adaptation to changing environments (Wittenberg et al., 2009; Goodwin et al., 2011) and it is a crucial process for pathogenic rust fungi to overcome R-gene mediated host disease resistance by diversification of virulence effectors. Karyogamy monitoring during teliospore formation and maturation revealed that teliospore initials are formed between poplar epidermal and palisade parenchyma cells around 16 dpi. DAPI-staining of teliospore nuclei also indicates that karyogamy is a dynamic process that mainly takes place between 25 and 39 dpi. Consistent with this, a previous study has shown that when *Populus tremula* leaves begin to wither, marginal teliospores of telia formed by *Melampsora pinitorqua* are in a dikaryotic stage whereas the more central ones are already in the diploid stage (Longo et al., 1979). *M. larici-populina* karyogamy-related genes *Kar5* and *Kar9* are both transiently induced during telial development from 25 dpi and their transcripts accumulate at 32 dpi for *Kar9* and 39 for *Kar5*, corroborating their implication in the karyogamy process. From 90 to 100% of the analyzed teliospores have fused nuclei at 39 and 46 dpi, respectively. As the microscopic observation of nuclei during karyogamy has been carried out only on a single biological replicate, we cannot exclude that slights variations may occur when analysing additional replicates. However, our results are consistent with previous results in *P. graminis* showing that all DAPI-stained teliospore protoplasts have fused nuclei at 42 dpi (Boehm et al., 1992). Several transcripts encoding meiosis-related genes are induced in *M. larici-populina* telia. RT-qPCR expression profiles of conserved meiosis-related genes during telia differentiation revealed transcripts accumulation between 39 and 46 dpi, indicating that meiosis occurs soon after karyogamy in the experimental conditions used in the study. This observation may differ under natural conditions with decreasing temperature during autumn. Consistent with the fact that meiosis is already initiated at 39 dpi, a spotty DAPI-staining was observed for most nuclei at that stage (data not shown). Among the conserved meiosis genes analyzed, Spo11 is a transesterase that creates DNA double strand breaks in homologous chromosomes (meiotic prophase 1, leptonema stage) (Keeney et al., 1997), Hop1 is a protein is required for synaptonemal complex formation (meiotic prophase 1, zygonema stage) (Aravind and Koonin, 1998), Mnd1 is a protein that ensure accurate and efficient meiotic interhomolog repair (meiotic prophase 1, pachynema stage) (Gerton and DeRisi, 2002) and REC8 is involved in sister chromatin cohesion (prophase 1) (Klein et al., 1999). These genes were identified as specifically expressed or differentially regulated in telia using oligoarrays and they are all involved in the early meiotic prophase stages (leptonema, zygonema, pachynema), supporting that meiosis is blocked in prophase I at the diplonema stage when teliospores enter dormancy (Boehm et al., 1992).

The accumulation of other transcripts may also reflect telia-specific features. For instance, a transcript encoding a saccharopine dehydrogenase in particular is specifically and highly expressed in telia. This gene belongs to the α-aminoadipate pathway that leads to the biosynthesis of the amino acid L-Lysine (Xu et al., 2006) and may play a crucial role in the overwintering structure. Several fungal alkaloids or peptides have lysine as a structural element or biosynthetic precursor and may accumulate in telia. Contrary to the uredinium that breaks through the epidermis to release large amounts of urediniospores (Hacquard et al., 2010), the telium is a structure that is encapsulated between poplar epidermis and palisade mesophyll cells that remains stable over the winter season. Expression of a cocktail of lytic enzymes that target the plant cell wall at early stages of telia development such as cellulases, hemicellulases, and pectinases might reflect accommodation of the telial structure to the decaying plant tissue.

To conclude, our transcriptomic analysis gives a first overview of the genetic program activated by rust fungi during telia formation. Particularly, we identified several genes encoding osmotins/thaumatin, aquaporin, and multi-copper oxidase laccase-like proteins that may reflect specific adaptation to cold environment and overwintering. Furthermore, our time course experiment study revealed the precise temporal dynamics of karyogamy and meiosis processes and suggests these are tightly regulated during teliospore formation and maturation.

## Author contribution

Stéphane Hacquard, Pascal Frey, and Sébastien Duplessis designed research; Stéphane Hacquard and Christine Delaruelle performed research; Stéphane Hacquard, Emilie Tisserant, and Annegret Kohler analyzed data; and Stéphane Hacquard, Pascal Frey, and Sébastien Duplessis wrote the paper.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Figure S1 **Electrophoretic profiles of total RNA collected in the study**.

Table S1 **Summary of *M. larici-populina* genes selected for RT-qPCR analysis**.

Table S2 **Genome-wide expression analysis of *M. larici-populina* genes measured at the telial and uredinial stages using microarray**.

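Table S2 lists, for each expressed gene, its category marks, the mean level in USP, INF, URE and TEL, the log2 ratio of TEL to URE with its p-value, and the log2 of each array's level over the gene's mean. The part of it held here, its first 1702 genes in order of the ratio, has mean levels on a higher scale than those found after quantile normalization of the 12 arrays, by a median ratio of the latter to the table from 0.531 in TEL to 0.684 in INF. Across those genes, which are not independent replicates, its log2 ratios correlated with the log2 fold changes on these normalized values at 0.928, with a median difference, normalized values minus table, of -0.13.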

# Supplementary material for: Transcriptome analysis of poplar rust telia reveals overwintering adaptation and tightly coordinated karyogamy and meiosis processes
**Source:** Front Plant Sci. 2013 Nov 21;4:456. doi: 10.3389/fpls.2013.00456
**Supplement:** Figure S1 — Electrophoretic profiles of total RNA collected in the study.

**Table S1. Summary of *M. larici-populina* genes selected for RT-qPCR analysis**

| **Protein_ID^a^** | **Definition** | **Forward** | **Reverse** | **Amplicon size (bp)** | **Efficiency %** |
| --- | --- | --- | --- | --- | --- |
| 39329 | Double-strand break repair protein MRE11 | TTCGCCATAAATGCTGTTCC | GCGTGTATTCAACCCTCAATC | 247 | 100 |
| 49933 | DNA repair protein rad50 | GATGCTCAAATCGCTGGTCT | TGCAATCTCTCTGCATGGTT | 233 | 79 |
| 74723 | Septin homolog spn4 | TCAGAGTCCACGCCTGTCTT | CACCTCCCTGATACGTTGCT | 176 | 82 |
| 93153 | Meiotic recombination protein Rec8 | GCTTTCGATGTTGGAGAAGG | TACCGATCCACGTACCGATT | 174 | 104 |
| 94190 | Cell division control protein 15 | TTTCTCAGGCTCGAAGGAAG | CGGAGTGAATTTGTTTGTGG | 217 | 88 |
| 94206 | hypothetical protein related to KAR9 | CATTGTCCCGTTAGCTGGTT | CTGCTGAAGGTCCACCAAGT | 221 | 80 |
| 94329 | Cell division control protein 15 | AAAGGCGAGCATGAAGAGAC | TCGACCCTGCTTTGACTACC | 203 | 94 |
| 104525 | Meiotic rec protein, related to spo11 | TGAAGAAGACGTGCGATTTG | GAAGAAGTTGTCGGGTTGCT | 152 | 96 |
| 105250 | DNA repair protein RAD51 | CACAAAACCCACAAGCAGAA | TCCGAGTTGTATCTCTACCTTTCC | 246 | 105 |
| 106496 | MutS protein homolog 4 | CATCTCGGCTGGAGTAAAGG | CCAATCTGGTTTCGATGGTT | 166 | 101 |
| 106571 | Meiotic nuclear division protein 1 | TGATCGAGTGGAATCTGTTGA | TCCAATTCTCAGCACCTGTTT | 173 | 87 |
| 109837 | No hits found | TGGGAAACTGACGAGGAAAG | TTGTCGAGCAGCGAATATCA | 235 | 97 |
| 111529 | DNA mismatch repair protein Mlh1 | TTGTTGGTGTGGTGGATCTT | TTTCACTCGGTTCCCTCATC | 207 | 92 |
| 112713 | Nuclear Fusion protein KAR5 | TTTGACCACAGTTCCAACCA | AGAGCCAACCAGAGAAGCAG | 162 | 92 |
| 115763 | Cytokinesis protein sepA | CGTCGTGAATTGGCTTCTTT | GATCGCTTGGAAGGTGATGT | 158 | 93 |
| 116742 | MutS protein homolog 5 | AATAGAATGCCCGAAGACGA | CTCCAAACAAAGCTGCACAA | 236 | 102 |

^a^Protein ID number of corresponding best gene model in the *M. larici-populina* JGI genome sequence.

How the deposited data were processed for this re-analysis (not part of the article)

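Transcript levels of M. larici-populina were measured on custom NimbleGen oligoarrays with 1 colour, at 4 stages with 3 arrays each: resting urediniospores (USP), infected leaves at 96 h (INF), uredinia at 168 h (URE) and telia (TEL). The stage of each array was taken from the authors' sample descriptions. The USP, INF and URE arrays come from a laboratory strain and an earlier series, and the TEL arrays from leaves infected in the field, so stage, strain and hybridization series cannot be told apart for TEL.

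The deposited intensities are gene-level values on a linear scale that the authors made with RMA, of which the version is not stated, from up to 4 probes per feature. They cover 17314 features, 17289 of them with 4 probes, and were used without further background correction, since the files hold no background flags and no random probes. The files give neither the paper's gene set nor an annotation, so features were tested as they are, and a name was given only where the paper or Table S2 has one. The paper left out probes that could bind poplar transcripts or those of related genes. No such filter was applied here, so poplar signal in the leaf samples may enter some features. Of 150 gene identifiers used from the paper, 149 have a feature, and Mlp-50834 has none. Some genes that the study followed by RT-qPCR are not reported here, so no count is given for that list or for its meiosis genes. The first percentile of the deposited values lay between 18.7 and 19.6 in the USP, INF and URE arrays and between 9.43 and 9.56 in the TEL arrays, so the 12 columns did not share 1 distribution.

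For this case, quantile normalization across the 12 arrays had been set before the data were examined, as had the groups, the tests, the lists of genes and the alternatives other than those named below as later ones. Log2 values were analysed with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with 1 mean per stage and a spread shared by the 12 arrays. The 6 pairs of stages were compared, and a feature was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. Levels under 100 were taken as near background, and the size of a fold change over them is uncertain. Levels are means ± SD of normalized intensities over 3 arrays, and the number of arrays limits their precision. Principal components were taken from log2 values centred per feature, and stages were also compared by correlation and by Euclidean distance of their means. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. The procedure was tested on simulated data with the shape of the TEL and URE comparison, in which 200 of 17314 features were changed, and it recovered 88% of those changed by 2 and 97% of those changed by 4 on the log2 scale, with 9 false calls. The real comparison called 2991 features, far more than were changed in the simulation, so these rates may not hold for it.

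A feature counted as expressed in a stage when the mean of its 3 arrays reached 100. The paper's cut-off, 3 times the mean of random probes, could not be computed, and the values are not on the scale of Table 1, for which case no cut-off had been set beforehand. A level of 100 for every stage had been listed as an alternative, and it was made the leading setting only after counts under 3 sets of cut-offs had been seen. The 2 other sets were added after seeing the data: cut-offs per stage read from Table 1 and Table S2, as they stand and brought to the scale of the files by the median ratio over genes near them. The rescaled set rests on genes that Table S2 sorts by their ratio of TEL to URE, which bears on the cut-off for TEL. Quantile normalization leaves similar numbers of features above a single level in each stage, so the numbers per stage say little.

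Genes named in the text are those the paper names in its text, Table 1, Table S1, Figure 3C or Figure 4C, whose values in the paper's tables had been seen, and those with the largest changes past the threshold whose arrays do not overlap between the stages. These were the 10 largest rises and falls for TEL against URE, USP and INF, and the 3 largest in each direction for other pairs. Members of the lists that the paper names were counted over all features and again adjusted over the list alone, except lists read from Figure 4C, which get values of single genes. Genes at least 8-fold higher in USP than in both INF and URE were chosen without the TEL arrays to follow urediniospore transcripts in TEL. Table S2 was held only as its first 1702 genes, so it was not used for any test of a gene category.

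Alternatives tried were the values as deposited, each array centred on its median, the methods' t-test with the same adjustment, a fit of only the 2 stages compared, eBayes with a trend, dim features left out (11469 kept), the replicate number as a block, genes scaled to unit variance before the principal components, a cut-off 2-fold higher or required in every array, 4-fold in place of 8-fold for the urediniospore genes, and each array left out in turn. Where an array was left out, the remaining 2 of its stage shared the spread of all arrays. Lists by annotation keyword, functional categories and the restriction to annotated genes were left out because no annotation of this genome was at hand, and RT-qPCR and microscopy data are not in the files.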

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

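The share of urediniospore-abundant genes higher in TEL was set as a test before the result was seen; the tests of the needed share, of the separate normalization and of INF replicate 2 were chosen after it. The 16 genes that follow are outside those the paper discusses and were singled out by the size of their change between TEL and URE, past the threshold of limma with no overlap between the arrays of the stages, and the size of a change against a level under 100 is uncertain. Transcripts of 6 genes were higher in TEL: Mlp-92873 had a log2 fold change of 9.22 (36815 in TEL and 62.7 in URE), Mlp-27999 of 9.12 (38946 and 70.1) and Mlp-69021 of 8.78 (39359.6 and 90.2). For Mlp-102079 it was 8.20 (29944 and 102), for Mlp-92673 8.12 (37918 and 136) and for Mlp-67834 7.66 (11919 and 58.7). The other 10 genes were lower in TEL, with -7.06 for Mlp-96232 (52.9 and 7279.9), -6.91 for Mlp-58774 (a level of 12999 in URE), -6.37 for Mlp-96233 (30.1 and 2547) and -5.93 for Mlp-65006 (93.8 and 5769). Those of Mlp-118622 and Mlp-66568 changed by -5.84 (59.6 and 3668) and -5.69 (189 and 10062), and those of Mlp-79775 and Mlp-123868 by -5.60 (32.5 and 1575) and -5.59 (79.0 and 3831). Mlp-92445 changed by -5.40 (582 and 24151) and Mlp-79633 by -5.39 (72.8 and 3039).

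Of the features higher in TEL than in URE, 8.81% had levels in USP at least 4-fold those in both INF and URE, and urediniospores carried into the telia samples could raise such genes. They would raise all transcripts abundant in urediniospores, and of 122 of these, chosen without the TEL arrays, 62.3% (SD 2.63 over the TEL arrays) were higher in TEL than in URE, a share between the bounds set beforehand for and against this explanation, which decides neither way, while the planned fry test of limma found a joint rise past 0.05, which goes towards it. To reach their level in TEL, the features of the first group would need, above their level in URE, a median of 39.9% (range 9.26 to 699) of the difference between USP and URE. For 31 of them it was over 100%, a mean in TEL above that in USP, which argues against urediniospores as their only source. The 122 genes gained a median of 2.70% of that difference, and 78.7% of them stayed under 0.5 of the needed share. This comparison cannot decide for the other features, since the first group was chosen for its rise over URE and the 122 genes were not. Uredinia also hold urediniospores, so a gain counted over URE can understate their share in TEL. The URE arrays enter both the choice of the 122 genes and the comparison, and stage, strain and hybridization series cannot be told apart for TEL. A share of urediniospores in the telia samples stays open, as does expression of the group in both spore-bearing stages, which was not tested.

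As deposited, the median feature was lower in TEL than in URE by a log2 difference of -0.72, and 4830 features were called lower and 897 higher. Among 5754 features under 100 in every stage, which hold mostly background, the median difference was -0.81 and 94.1% lay below 0, while among 3537 bright features the median was -0.27. This is what normalization of the TEL arrays apart from the other 9 predicts, and it is a candidate explanation for the excess of falls called on the deposited values. A smaller true fall of many transcripts in telia stays open, since quantile normalization removes it as well, and no biological explanation was tested.

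INF replicate 2 correlated with the URE arrays at 0.894 to 0.900, above the 0.832 to 0.848 of the other INF arrays. A URE sample labelled INF is argued against by its lowest correlation with the other INF arrays, which lay 0.0553 above its highest with URE. A mix of uredinia RNA large enough to explain the loss of INF transcripts is argued against by 583 genes abundant in URE. They gained a median of 1.05% (quartiles 0.0107 and 10.6) of the difference between the other INF arrays and URE. By contrast, 311 genes abundant in the other INF arrays lost a median of 49.9% of it. Of the 583, 87.1% gained less than 0.5 of that loss. A smaller admixture, with another cause of the loss, stays open, since this comparison cannot exclude it. Another state of infection, or another share of rust RNA in the leaf, may account for it, and neither was tested.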

How the results depend on the processing

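The cut-offs taken from the paper's tables and the counts over other splits of the arrays were chosen after seeing the data, and the other alternatives before. With the values as deposited, TEL/URE gave 5727 calls (897 higher, 4830 lower), TEL/USP 9175 (7441 lower) and TEL/INF 10751 (8273 lower), since the TEL arrays then lie lower as a whole. With each array centred on its median, 4446 features were lower in TEL/USP and 5619 in TEL/INF, and 3564 were higher in USP/URE. The methods' t-test gave 3177 for INF/URE (1561 higher, 1616 lower); the cause was not tested. All other counts of calls lay within 1.5 times those reported, including each array left out (2757 to 3181 for TEL/URE, 4544 to 5054 for TEL/USP, 6641 to 7432 for TEL/INF, 6258 to 6981 for USP/INF, 4008 to 4426 for USP/URE and 5042 to 6068 for INF/URE). The leading fit shares 1 spread over all stages, and INF replicates were the least alike. With only the 2 stages compared in the fit, calls fell for pairs with INF (INF/URE 4820, USP/INF 6073, TEL/INF 6542). They rose for the other pairs (TEL/URE 3230, TEL/USP 5112, USP/URE 4502). Counts for pairs with INF in the leading setting may therefore be too high. The list of laccase-like proteins went from 1 to 2 members called under all 7 other settings of the fit and without any 1 INF array (adjusted p of Mlp-94359 from 2.6e-06 to 0.18 over 19 settings), and stayed at 1 without any 1 USP, URE or TEL array. Of the comparisons of named genes, 219 kept direction and side of the threshold as deposited, 222 when centred on the median, 224 by the methods' t-test and with 2 stages in the fit, and 226 with a trend, without dim features and with the block. Reversed values as deposited were -0.29 for Mlp-86276, -0.58 for Mlp-39329 and -0.66 for Mlp-115763 (-0.059 when centred on the median) in TEL/URE, and -0.56 for Mlp-72558 in TEL/USP (-0.28 when centred on the median), none of them called in the leading setting. With 1 array left out, 2703 comparisons of named genes stayed as reported, 16 were no longer called, 5 became called and 0 turned. The first component held 52.2% of the variance as deposited, 36.4% with genes at unit variance and 52.0 to 59.0% with 1 array left out, and the second 28.8% as deposited and 22.0 to 28.1% with 1 array left out. The distance of TEL to URE was 166 as deposited, and that to USP 217 as deposited and 190.3 without dim features. Features found in INF alone were 632 with the level required in every array and 330 and 227 with the cut-offs from the tables, as they stand and rescaled, and those in TEL alone 479 with the rescaled ones. The share of urediniospore-abundant genes higher in TEL ranged from 61.3 to 67.5% with 1 array left out, and their median log2 fold change from 0.28 to 0.59. No pairing of the arrays by replicate number was evident, though 3 arrays per stage cannot exclude one. Not every array correlated best with that of its own number, and no pair of stages had all correlations of residuals above 0.1 (0.09, -0.07 and 0.00 for TEL and URE). With the number as a block, TEL/URE gave 2977 calls. Since 3 arrays against 3 make 10 splits, the share of splits as large cannot fall below 0.1; the real split, 1 of the 10, gave 2991, 4913, 6973, 6548, 4232 and 5392 calls in the order above, and the highest of the other splits gave 0 by limma. Restriction to annotated genes and lists by annotation keyword were not run, for lack of an annotation. Without random probes, signal over background limits the calls of dim features, and 5754 features stayed under 100 in every stage with the values as deposited.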

Differences from the paper's values

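The number of genes past the threshold for USP/INF was 6548, where the paper gives about 4300 in Fig. 2C, read by eye, at the same thresholds but over its own gene set, which the files do not mark. Of the alternatives set before the data were examined, the methods' t-test (4938), the fit of 2 stages (6073), dim features left out (6249) and leaving out USP replicate 1 or 3, INF replicate 3 or any 1 TEL array (6258 to 6450.0) come within 1.5 times the paper's value. The values as deposited (6735), centring on the median (6712), the trend (6580.0), the block (6527) and leaving out any other array do not. For INF/URE the count was 5392, against the paper's about 2400 in Fig. 2C, read by eye, and only the methods' t-test (3177) comes within 1.5 times of it, while every other alternative, from 4820.0 with 2 stages in the fit to 6315 when centred on the median, does not. For TEL/INF it was 6973, against the paper's about 4000 in Fig. 2C, read by eye, and again only the methods' t-test (5373) comes within 1.5 times, while the others, from 6421 without dim features to 10751 as deposited, do not. Features found in USP alone numbered 411, where the paper states 200, and differ under each alternative (474 at 2-fold the cut-off, 450 in every array, 374 as deposited, 375 to 449 with 1 array left out). Those found in INF alone numbered 961, where the paper states 181, and differ under each of them too (863, 632, 1078 and 812 to 1062). Both use a cut-off of 100 in place of the paper's own. They also count all features, without the paper's removal of probes that could bind poplar transcripts, which bears on stages sampled in leaves. Cut-offs rescaled from the paper's tables, chosen after seeing the values, gave 227 for INF, within 1.5 times of the paper's value, and 305 for USP, which is not. The first principal component held 56.3% of the variance, where the paper states 32.19%; with genes scaled to unit variance it held 36.4%, within 1.5 times of the paper's value, and as deposited (52.2%), without dim features and with 1 array left out (52.0 to 59.0%) it did not.

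Log2 fold changes of TEL over URE were compared with the log2 ratios of the paper's Table S2 for 99 genes named by the study, and 73 differed by more than the spread of replicates, 67 of them lower here and 6 higher, with the same sign in each. Many of these genes were under 100 in URE, where the size of a fold change is uncertain. That alone does not account for the largest differences, nor for 67 of 73 lying lower here. For Mlp-61331, Mlp-84888, Mlp-109764 and Mlp-106798, levels in URE (29.9, 50.0, 59.2 and 31.6) were near those of Table 1. Their levels in TEL (154, 319, 817 and 515) were far below those of Table 1. The cause was not tested. In the lists that follow, the first value is the one found here and the second the paper's. The largest differences were those of Mlp-61331 (2.41 and 5.5), Mlp-84888 (2.67 and 5.4), Mlp-86276 (0.43 and 2.1), Mlp-109764 (3.75 and 5.2), Mlp-106798 (4.08 and 5.5), Mlp-108871 (2.34 and 3.7), Mlp-110516 (3.04 and 4.3), Mlp-94329 (3.76 and 5.0), Mlp-70334 (4.09 and 5.3) and Mlp-95903 (2.20 and 3.4). Next came Mlp-101624 (7.81 and 8.9), Mlp-86447 (5.62 and 6.7), Mlp-106571 (3.32 and 4.4), Mlp-109924 (5.25 and 6.3), Mlp-94190 (2.11 and 3.1), Mlp-33109 (2.72 and 3.7), Mlp-103910 (4.83 and 5.8), Mlp-92678 (5.14 and 6.1), Mlp-101151 (5.24 and 6.2) and Mlp-59662 (6.46 and 7.4). Further values were those of Mlp-104079 (6.47 and 7.4), Mlp-89049 (4.28 and 5.2), Mlp-90260 (3.98 and 4.9), Mlp-113400 (4.11 and 5.0), Mlp-123561 (3.92 and 4.8), Mlp-85892 (5.32 and 6.2), Mlp-36325 (6.82 and 7.7), Mlp-94206 (3.12 and 4.0), Mlp-59440 (4.83 and 5.7) and Mlp-60216 (4.25 and 5.1). They were followed by Mlp-93477 (6.06 and 6.9), Mlp-104617 (5.17 and 6.0), Mlp-107936 (2.68 and 3.5), Mlp-105800 (2.68 and 3.5), Mlp-67094 (4.19 and 5.0), Mlp-25325 (3.897 and 4.7), Mlp-103627 (4.71 and 5.5), Mlp-92814 (6.81 and 7.6), Mlp-89210 (4.35 and 5.1) and Mlp-110660 (6.05 and 6.8). Smaller differences were those of Mlp-65250 (5.05 and 5.8), Mlp-107118 (7.96 and 8.7), Mlp-104525 (1.96 and 2.7), Mlp-48992 (1.97 and 2.7), Mlp-27934 (7.58 and 8.3), Mlp-93153 (5.88 and 6.6), Mlp-26257 (4.59 and 5.3), Mlp-93339 (4.59 and 5.3), Mlp-91904 (3.50 and 4.2) and Mlp-101135 (3.43 and 4.1). Then came Mlp-113347 (4.04 and 4.7), Mlp-63861 (4.66 and 5.3), Mlp-110784 (4.77 and 5.4), Mlp-110542 (6.17 and 6.8), Mlp-108357 (5.63 and 6.2), Mlp-66126 (5.44 and 6.0), Mlp-112713 (4.74 and 5.3), Mlp-86396 (7.06 and 7.6), Mlp-90367 (4.38 and 4.9) and Mlp-101938 (7.99 and 8.5). The smallest were those of Mlp-87547 (8.40 and 8.9), Mlp-106496 (3.66 and 4.1), Mlp-63565 (2.96 and 3.3), Mlp-62289 (4.76 and 5.1), Mlp-92775 (6.11 and 6.4), Mlp-64744 (3.63 and 3.9) and Mlp-95634 (7.26 and 7.5). Higher here than in the paper's table were Mlp-42763 (4.54 and 3.6), Mlp-47943 (5.28 and 4.9), Mlp-94062 (3.46 and 2.3), Mlp-39639 (2.44 and 2.1), Mlp-115518 (3.56 and 2.7) and Mlp-116742 (1.60 and 0.8). The tally of 73 was the same under the methods' t-test, the fit of 2 stages, the trend, dim features left out and the block, with each of the 73 differing there as well. It was 84 as deposited, 74 when centred on the median and 72 to 75 with 1 array left out. When centred on the median, Mlp-86396 (7.43), Mlp-87547 (8.75), Mlp-101938 (8.37), Mlp-104079 (6.68) and Mlp-95634 (7.48) no longer differ, and as deposited Mlp-47943 (4.78), Mlp-94062 (2.69) and Mlp-116742 (0.76) no longer do. Leaving out 1 array ends the difference for Mlp-104079 (URE replicate 1 or TEL replicate 3), Mlp-92775 (INF replicate 1 or 3, URE replicate 2 or TEL replicate 2), Mlp-123561 (TEL replicate 3) and Mlp-26257 (URE replicate 3 or TEL replicate 2). It also does so for Mlp-64744 (any INF array, URE replicate 2 or TEL replicate 1), Mlp-91904 (URE replicate 2), Mlp-63565 (URE replicate 1 or TEL replicate 1) and Mlp-47943 (any USP array, URE replicate 1 or TEL replicate 1 or 3). The same holds for Mlp-39639 (URE replicate 1 or TEL replicate 2) and Mlp-115518 (URE replicate 1). For all genes of the 73 not named in these sentences on alternatives, no alternative ends the difference.

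The paper states that telia have the most transcripts found in 1 stage alone. Here, with the same level for every stage, INF had the most (961), then USP (411) and TEL (274). That level was made the leading setting only after counts had been seen. Cut-offs read from the paper's tables were 108 for USP, 227 for INF, 99 for URE and 90 for TEL. As they stand, they gave 400 for USP, 368 for TEL and 330 for INF. TEL had the most (479) only with these cut-offs rescaled, under which USP had 305 and INF 227. Both of these sets were also chosen after seeing the values. The order of the stages therefore rests on the cut-off, and these counts do not settle it. Probes that could bind poplar transcripts were removed in the paper but not here, so the rankings rest on different features. The paper describes the number of regulated genes between INF and URE as similar to that between TEL and URE and below those of all other pairs. Here it was 5392 against 2991, above the 4232 of USP and URE and the 4913 of TEL and USP. By the methods' t-test it was 3177 against 2772, below the 4092 of USP and URE. The spread shared over all stages may make the counts for pairs with INF too high in the leading setting, which limits this comparison with the paper. It describes most genes lower in TEL than in URE as expressed preferentially in uredinia, and a subset as also higher in USP or INF. That description rests on levels set against the mean of the 4 stages. By another measure, the stage of the highest mean, 32.6% of 1492 features here were highest in URE and 43.5% in INF (21.0% and 48.6% as deposited, 27.9% and 42.7% when centred on the median). A gene high in both URE and INF can meet the paper's wording and still count under INF. The paper places STE3 and b mating genes higher in telia than in resting urediniospores. Here Mlp-41282 was (log2 fold change 5.56), but Mlp-30291 was lower (-1.63) and Mlp-72558 was not called (0.29). It lists Mlp-86276 among genes raised in TEL over URE; here it was not called (0.43), nor was it under any of the 19 other settings. The paper names the transporter Mlp-50835 and a second laccase-like gene, Mlp-94359, as raised; in the leading setting they were not called (2.08 and 3.77), but Mlp-50835 was as deposited, centred on the median, by the methods' t-test, with 2 stages in the fit and without INF replicate 2. Mlp-94359 was called under all 7 of the other settings of the fit and without any 1 INF array. The paper places the genes of Fig. 4C beyond a 4-fold fall; here the transporters Mlp-32692 (-1.70), Mlp-109159 (-1.71) and Mlp-91175 (-1.85), the GH7 gene Mlp-53598 (-1.45), the lipases Mlp-112982 (-1.94) and Mlp-111674 (-1.72) and Prm1 did not reach a log2 fold change of -2, but did as deposited (-2.37, -2.33, -2.45, -2.24, -2.53, -2.59 and -2.01). Prm1 (Mlp-85972), which the paper names as lower in TEL than in URE, was not called (-1.37) except with 2 stages in the fit and without INF replicate 2.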

Other observations

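Higher in TEL than in both USP and INF was Mlp-101480, whose best match in Table S2 is a beta-glucosidase precursor of the rust Uromyces viciae-fabae, at 30643 ± 3370.4 (SD, n = 3) in TEL, 75.9 ± 29.5 in USP and 23.5 ± 0.488 in INF. Mlp-109896, matched to a riboflavin aldehyde-forming enzyme, was at 18278 ± 1831 in TEL and 35.3 ± 8.82 in USP, and the thaumatin-like Mlp-79324 rose over INF by 9.75 on the log2 scale. Mlp-27999 rose by 9.99 over USP and 10.52 over INF. The stage compared with TEL was under 100 for all genes of these rises, here and in the next sentence, so the sizes of the rises are uncertain. Other large rises over USP were those of Mlp-69021 (9.93), Mlp-39412 (9.38), Mlp-86941 (9.33) and Mlp-65835 (8.50), and over INF those of Mlp-72999 (10.32), Mlp-49265 (10.11), Mlp-86294 (10.01), Mlp-87334 (9.88) and Mlp-94172 (9.82). Large falls were those of Mlp-123868 against USP, from 11698 ± 1925 to 79.0 ± 3.49 in TEL, and of Mlp-63797 against INF, from 17309 ± 1842 to 39.1 ± 3.26. Further falls against USP were those of Mlp-118621 (-7.02) and Mlp-70373 (-5.77), and against INF those of Mlp-88088 (-8.54), Mlp-107931 (-8.36) and Mlp-62465 (-8.05). Between the other stages, large changes were those of Mlp-73660 (10.05) for USP against INF, Mlp-123227 (-9.25) for USP against URE and Mlp-60617 (-9.78) for INF against URE.

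Of the genes that the study chose for RT-qPCR, those of Table 1 are described above, and array values of some of the others follow. MutS protein homolog 4 (Mlp-106496), which acts in meiotic crossing over, was at 918 ± 167 (SD, n = 3) in TEL and 71.9 ± 3.89 in URE, a log2 fold change of 3.66 (adjusted p = 6.7e-08 from limma). MutS protein homolog 5 (Mlp-116742) was at 1084 ± 127 and 356 ± 8.52, a log2 fold change of 1.60 (adjusted p = 0.019), and was not called as deposited (0.76) nor without URE replicate 1 (adjusted p = 0.053) or TEL replicate 3 (0.066), with adjusted p from 7.5e-06 to 0.093 over 19 settings. The rad50 gene (Mlp-49933) was at 1508 ± 58.8 and 631 ± 72.3, a log2 fold change of 1.26 that was 0.47 as deposited, and Mlp-109837, with no name in the study, was at 606 ± 101 and 62.9 ± 12.8. In USP, Mlp-116742 was at 743 ± 30.3, rad50 at 1153 ± 94.8 and Mlp-109837 at 468 ± 33.6. None of these passed the threshold between TEL and USP (adjusted p = 0.37, 0.17 and 0.16 from limma). MutS protein homolog 4, at 269 ± 19.1 in USP, was higher in TEL past it (log2 fold change 1.76). Not called between TEL and URE were MRE11 (Mlp-39329, 0.14), the septin homolog spn4 (Mlp-74723, 0.43) and the cytokinesis protein sepA (Mlp-115763, 0.12), but spn4 was called with each array centred on its median (1.22, adjusted p = 3.8e-04 from limma).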
